# Transcriptomics of dorso-ventral axis determination in *Xenopus tropicalis*

**DOI:** 10.1016/j.ydbio.2018.04.022

**Published:** 2018-07-15

**Authors:** Rita S. Monteiro, George E. Gentsch, James C. Smith

**Keywords:** *Xenopus*, UV, Lithium, Wnt, β-catenin, Dorso-ventral, Neural induction, Cell fate, Transcriptome, RNF220

## Abstract

Amphibian embryos provide a powerful system to study early cell fate determination because their eggs are externally fertilised, large, and easy to manipulate. Ultraviolet (UV) or lithium chloride (LiCl) treatment are classic embryonic manipulations frequently used to perturb specification of the dorso-ventral (DV) axis by affecting the stability of the maternal Wnt mediator β-catenin. Such treatments result in the formation of so-called ventralised or dorsalised embryos. Although these phenotypes have been well described with respect to their morphology and some aspects of gene expression, their whole transcriptomes have never been systematically characterised and compared. Here we show that at the early gastrula stage UV-treated embryos are transcriptionally more closely related to untreated embryos than to LiCl-treated embryos. Transcriptional comparisons with dissected ventral and dorsal regions of unperturbed gastrula embryos indicate that UV and LiCl treatments indeed enrich for ventral and dorsal cells, respectively. However, these treatments also affect the balance of neural induction in the ectodermal germ layer, with LiCl stimulating pro-neural BMP inhibition and UV preferentially generating epidermis because of elevated BMP levels. Thus the transcriptomes of UV- and LiCl-treated embryos can best be described as ventro-epidermalised and dorso-neuralised. These descriptions notwithstanding, our profiling reveals several hitherto uncharacterized genes with differential expression along the DV axis. At least one of these genes, a RNF220-like ubiquitin ligase, is activated dorsally by β-catenin. Our analysis of UV/LiCl-mediated axis perturbation will enhance the mechanistic understanding of DV axis determination in vertebrates.

## Highlights

• We perturb DV axis specification in *Xenopus tropicalis* by UV or LiCl treatment.
• Transcriptome reveals that UV-treated embryos are more similar to untreated embryos.
• Comparison with ventral and dorsal cells confirms the effects of LiCl and UV in DV axis perturbation.
• We identify a RNF220-like ubiquitin ligase as a dorsal marker regulated by β-catenin.

## 1 Introduction

Amphibian eggs have an animal–vegetal axis that is defined by the differential deposition of various proteins and RNA transcripts during oogenesis. This initial radial symmetry is broken immediately after fertilisation along the prospective dorso-ventral (DV) axis. At the sperm entry point (SEP) the paternal centriole initiates microtubule polymerisation which enables a 30° rotation of the cortical layer relative to the cytoplasmic core (Elinson, 1975; Elinson and Manes, 1978; Kao and Elinson, 1988; Manes and Elinson, 1980; Vincent et al., 1986). This causes the so-called grey crescent to appear opposite the SEP, which marks the prospective dorsal side of the embryo.

The disruption of microtubule polymerisation provides a powerful approach to investigate DV axis determination (Kao and Elinson, 1988). The method of choice has frequently been the ultraviolet (UV) irradiation of the vegetal pole immediately after fertilisation. Without intact vegetal-cortical microtubules, various components of the canonical Wnt signalling pathway such as Dishevelled (Dsh), Wnt11 and GSK3-binding protein (GBP) fail to be transferred from the vegetal pole to the prospective dorsal side (Miller et al., 1999, Tao et al., 2005, Weaver et al., 2003). Consequently, the Wnt mediator β-catenin remains unstable and does not accumulate in nuclei, where it normally triggers zygotic gene expression and so regulates DV patterning (Larabell et al., 1997).

In contrast to UV irradiation, lithium chloride (LiCl) is frequently used to promote dorsal specification. LiCl stabilises β-catenin by inhibiting GSK3β, which is ubiquitously expressed and belongs to the destruction complex of the canonical Wnt pathway (Klein and Melton, 1996, Stambolic et al., 1996). The phenotypic effects of LiCl treatment on amphibian embryos depend on dosage and stage of administration (Hall, 1942, Pasteels, 1945). Addition of LiCl to 0.3 M to the medium of embryos at the 32-cell stage generates truncated tadpoles with enlarged dorso-anterior structures (Kao et al., 1986). By the 32-cell stage, the activity of canonical Wnt is normally restricted to the dorsal side of the embryo due to Dsh-mediated GSK3β inhibition; widespread LiCl-mediated inhibition of GSK3β causes ventral cells to accumulate nuclear β-catenin and thus to adopt a dorsal fate.

The degree of ventralisation and dorsalisation can be classified morphologically according to the dorso-anterior index (DAI), which ranges from 0 to 10 (Kao and Elinson, 1988): Hyperdorsalised embryos are scored as 10; normal embryos as 5; and hyperventralised embryos resembling a belly piece with no dorso-anterior structures as 0.

Here we use UV and LiCl treatment to study DV axis determination on a transcriptome-wide scale. The genomes of the allotetraploid *X. laevis* and the diploid *X. tropicalis* have been sequenced (Hellsten et al., 2010, Session et al., 2016), and this has allowed thorough analyses of whole transcriptomes in time (Collart et al., 2014, Owens et al., 2016) and space (Blitz et al., 2017, De Domenico et al., 2015; Ding et al., 2017a; Popov et al., 2017). Our comparison with the transcriptomes of dorsal- and ventral embryonic regions confirms that UV or LiCl treatments confer ventral or dorsal cell fate specification, respectively. However, these treatments also affect the balance of neural induction in the ectodermal germ layer, prompting us to characterise UV- and LiCl-treated embryos as ventro-epidermalised and dorso-neuralised. This revised characterisation of UV and LiCl phenotypes notwithstanding, we have identified some hitherto uncharacterized genes with differential expression along the DV axis. We show that a gene coding for a novel RN220-like ubiquitin ligase is directly activated by β-catenin in dorsal cells.

## 2 Results

### 2.1 UV and LiCl treatments perturb DV axis formation in *X. tropicalis*

The conditions required to ventralise or dorsalise *X. tropicalis* embryos were determined empirically starting with those that had been optimised for *X. laevis* (Sive et al., 1999). Hyperventralisation was achieved by irradiating the vegetal pole with shortwave UV for 2 min at a range of 2 cm from the light source within 30 min after fertilisation. This treatment often caused the blastopore lip to develop abnormally: the initial appearance of the blastopore lip was delayed, and it formed circumferentially rather than on the dorsal side. By the tailbud stage, these embryos appeared as amorphic tissue lumps known as belly pieces (DAI = 0–1) (Fig. 1A). Dorsalisation was most effective when 32-cell embryos were incubated in 0.3 M LiCl for 5 min. Hyperdorsalisation caused blastopore lip formation to be initiated on time but circumferentially (Fig. 1A). At the tailbud stage, hyperdorsalised embryos consisted of radially symmetric, extended anterior structures such as a circular cement gland at the expense of any posterior structures such as trunk and tail (DAI = 10).

**Fig. 1:**
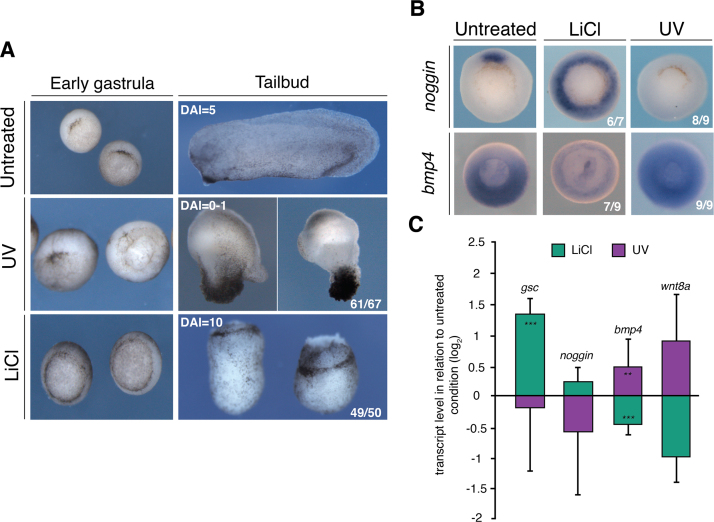
**Optimised LiCl and UV treatments of*****X. tropicalis*****embryos perturb their DV axis determination in line with the original experiments in*****X. laevis***. (A-C) DV perturbations in *X. tropicalis* embryos caused by LiCl or UV treatments. (A) Phenotypical morphologies. (B) WMISH of dorsal (*noggin*) and ventral (*bmp4*) markers in mid-gastrula embryos. (C) RT-qPCR of dorsal (*gsc* and *noggin*) and ventral (*bmp4* and *wnt8a*) markers in mid-gastrula embryos. Error bars, standard error of the mean (SEM) of biological triplicates. Student's two-tailed *t*-test: *, p < 0.1; **, p < 0.05; and ***, p < 0.01. DAI, dorso-anterior index.

LiCl treatment had a high penetrance with 95–100% (e.g., 49 out of 50) of embryos being hyperdorsalised, while UV irradiation caused 85–95% (e.g., 61 out of 67) of the embryos being hyperventralised. In addition to the DAI score, the treatment efficacies were validated by analysing the expression levels of known dorsal (*gsc, chordin, noggin* and *not*) and ventral (*wnt8a, bmp4* and *msgn1)* markers (Fig. 1B,C and Fig. S1). Expression of dorsal markers expanded ventrally in LiCl-treated embryos while being substantially reduced under UV treatment. Conversely, the expression levels of ventral markers increased in UV-treated embryos and decreased in LiCl-treated embryos.

### 2.2 Transcriptomics of UV or LiCl treatment

While the morphological and some transcriptional effects of UV or LiCl treatment have been well studied, there has been no systematic comparison of the transcriptomes of such embryos. Therefore, poly-A enriched transcriptomes of untreated, LiCl- and UV-treated embryos were analysed for differential expression and enrichment of gene function. 

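Transcriptomes were obtained from untreated, UV-treated and LiCl-treated X. tropicalis embryos at stage 11–11.5, with 5 biological replicates per condition and 10 embryos pooled for each library. LiCl dorsalises the embryo and was applied at 0.3 M for 5 min at the 32-cell stage. UV light of 254 nm ventralises the embryo and was directed at the vegetal pole for 2 min within 30 min of fertilisation. Polyadenylated RNA was sequenced as paired-end reads of 50 bases. The authors aligned the reads to the gene models with Tophat2, without a search for new junctions, and counted them per gene with HTSeq-count in its intersection-nonempty mode, and the deposited counts are not normalised. The paper's text does not name the strand setting of the counting, so counts of genes that overlap another gene on the opposite strand are uncertain. The counts per library ranged from 11002771 to 18455126 (median 16560816) in untreated embryos, from 11890416 to 18254396 (median 13987953) in UV-treated embryos and from 8412818 to 17737546 (median 11152157) in LiCl-treated embryos. Table S1 of the paper lists between 17437514 and 39028317 aligned reads per library, of which the counts make up 37.8% to 56.7%, and the values given here rest on the counts. Of 28206 genes, 14041 passed edgeR's filter on low counts. Expression is given in CPM (counts scaled to library size) after TMM normalisation, as mean ± SD over the 5 libraries of a condition. Differential expression was tested with edgeR's quasi-likelihood test on all 15 libraries with condition as the only term, and the p-values were adjusted to a false discovery rate (FDR) by the Benjamini-Hochberg method. A gene was counted as differentially expressed at a fold change of at least 2 with an FDR of at most 1%. The number of such genes depends on the test, the filter on low counts and the threshold. Ranges of the FDR over all alternatives include that of DESeq2's Wald tests. Gene positions refer to the scaffolds of assembly v7.1.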

For each condition, mid-gastrula embryos (stage 11–11.5) from five independent experiments were profiled, so as to provide statistical power to allow for transcript level variability between clutches and differing efficacies of UV or LiCl treatment. For each biological replicate, some sibling embryos were maintained to the tailbud stage, and only clutches that showed high phenotype penetrance (≥85%) were subjected to total RNA extraction, poly(A) RNA-Seq library generation and deep paired-end sequencing. Results of aligning sequencing reads to gene models v7.2 of the *X. tropicalis* genome assembly v7.1 are summarised in Table S1.

Overall, principal component analysis (PCA) suggested that the majority of observed variance reflected treatment-induced changes, while the second principal component revealed some variance that separated biological replicates (Fig. 2A). 

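The components were computed from variance-stabilised counts of the 500 most variable genes. The first component held 49.8% of the variance and the second held 21.0%. Scores on the first component averaged −27.2 ± 8.41 (SD, n = 5) in LiCl-treated embryos, 8.24 ± 8.59 (SD, n = 5) in untreated embryos and 19.0 ± 10.4 (SD, n = 5) in UV-treated embryos. Differences between conditions made up 85.2% of the variance along the first component and 6.68% of that along the second. Differences between replicate numbers made up 9.47% of the variance along the first component and 59.3% of that along the second. These shares were computed only for this set of genes. Among the alternatives, the choice of genes most moved the variance that each component held. With all genes that passed the filter, the first component held 32.7% of the variance and the second held 27.0%.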

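The separation of the conditions was measured as the mean Euclidean distance between libraries of different conditions minus the mean distance between libraries of the same condition, over the 500 genes used for the PCA. Libraries of LiCl-treated embryos lay on average 49.1 units from those of untreated embryos, while libraries within these conditions lay 33.7 and 32.7 units apart. The excess of 15.85 was the largest among all 252 ways of dividing the 10 libraries (exact permutation test, one-sided, p = 0.00794, the smallest p it allows). Between LiCl- and UV-treated embryos the mean distance was 54.9 units and the excess was 24.2 (exact permutation test, one-sided, p = 0.00794). UV-treated libraries lay 27.7 units from one another. With each library left out in turn, the excess stayed between 11.7 and 18.2 for LiCl-treated against untreated embryos and between 20.0 and 26.2 for LiCl-treated against UV-treated embryos. Among the other transformations and gene sets, rlog values gave the smallest excess, at 12.8 and 18.8. Whether the LiCl-treated libraries lay farther from the UV-treated than from the untreated ones was not tested.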

The transcriptome of LiCl-treated embryos was significantly different from that of untreated embryos, and it was slightly more different from that of UV-treated embryos. By contrast, UV treatment did not induce any large-scale shifts of gene expression by the mid-gastrula stage (Fig. 2A). 

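Libraries of UV-treated and untreated embryos lay on average 36.8 units apart. The excess of this distance over the distances within the conditions was 6.61 (exact permutation test over 252 divisions of the libraries, one-sided, p = 0.0238). It ranged from 4.64 without UV replicate 5 to 8.65 without UV replicate 3, and the exact permutation p exceeded 0.05 when UV replicate 1 (p = 0.0635), UV replicates 2, 4 or 5 (each p = 0.0714) or untreated replicate 2 (p = 0.0556) was left out. UV replicates 4 and 5 were more alike than any other pair within a condition. If they came from the same parents, the UV-treated libraries are not 5 independent replicates and the p with all libraries may be too small.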

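Against untreated embryos, 515 of 14041 genes (3.67%) were differentially expressed in LiCl-treated embryos and 10 genes (0.0712%) in UV-treated embryos, a ratio of 51.5. At an unadjusted p of 0.05 the edgeR test counted 3810 and 1620 genes. In 445 of the 515 genes and in all 10 genes, the CPM of the 5 treated libraries did not overlap those of the 5 untreated libraries. Non-overlap was found for 1174 and 452 of all genes tested, where chance gives 0.794% of genes. DESeq2's Wald test without shrinkage raised the counts to 1182 and 124 genes, a ratio of 9.53. The strictest alternative, edgeR's glmTreat test against a fold change of 2, lowered them to 47 genes for LiCl and 0 for UV, with 942 and 235 genes at an unadjusted p of 0.05. With the replicate number as a block in the fit of all 15 libraries the counts were 738 and 46 genes, a ratio of 16.04, although UV replicate 4 did not vary with the other libraries of its number. With the block in a fit of the 10 LiCl-treated and untreated libraries alone, an alternative chosen after the data were seen, 908 genes were counted for LiCl. Single libraries also moved the counts. For LiCl the count fell to 265 genes without LiCl replicate 2, 291 without untreated replicate 1, 342 without untreated replicate 2 and 335 without untreated replicate 3. For UV it rose to 41 genes without UV replicate 3 and 33 without LiCl replicate 4. It fell to 3 genes without UV replicate 1, 2 or 4 or untreated replicate 2, to 4 without untreated replicate 1, to 5 without UV replicate 5 and to 6 without untreated replicate 3.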

Pairwise comparison with the normal transcriptome corroborated these relationships: LiCl-treated embryos had ten times more significant (at least two-fold change at FDR ≤ 1%) gene expression changes (~ 6.6%) than did UV-treated embryos (~ 0.6%) (Fig. 2B-D). Of the genes whose expression were affected in LiCl-treated embryos, almost 75% were upregulated (914 out of 1243 genes), while genes that were affected by UV treatment were predominantly downregulated (93 out of 117 genes) (Fig. 2B-D).

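Of the 515 genes, 316 were upregulated in LiCl-treated embryos (61.4%, 95% Clopper-Pearson interval 57.0–65.6%) and 199 were downregulated. The share of upregulated genes differed with transcript abundance, which was divided at 10 CPM after the counts had been seen. Among 6315 genes with a mean below 10 CPM over all libraries, 227 were upregulated and 49 downregulated (82.3% upregulated, interval 77.2–86.6%). Among 7726 genes of 10 CPM or more, 89 were upregulated and 150 downregulated (37.2% upregulated, interval 31.1–43.7%). DESeq2's Wald test with the beta prior gave a higher share of 72.2% upregulated genes, and glmTreat gave 74.5%.

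**Figure D1:**
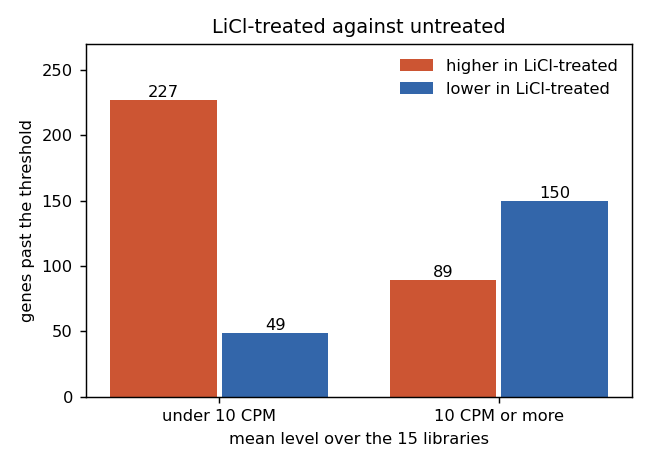
Number of genes that were differentially expressed between LiCl-treated and untreated embryos, split by the mean CPM of the gene over all 15 libraries. Bars count upregulated and downregulated genes. Below 10 CPM there were 227 upregulated and 49 downregulated genes, and at 10 CPM or more there were 89 and 150.

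The largest increases in LiCl-treated embryos were found for Xetrov72026895 (at least 16.7-fold, untreated libraries being at or under 3 counts), akr1c1 (log2 fold change 6.49, SE 0.984, edgeR FDR = 0.000958) and fmo2 (at least 36.7-fold). The values of both akr1c1 and fmo2 varied between LiCl-treated libraries, with fmo2 at 10.3 ± 11.4 CPM and an SD of 19.6 CPM for akr1c1. Without LiCl replicate 3 the log2 fold change of akr1c1 was 5.64, and without LiCl replicate 2 fmo2 was at least 20.1-fold higher (fitted log2 fold change 5.31, against 6.17 with all libraries). The largest decreases were found for Xetrov72002596 (at least 4.77-fold), anxa9 (log2 fold change −5.04) and cthrc1 (log2 fold change −4.64). For anxa9 the value was −6.11 without LiCl replicate 5 and −4.43 without untreated replicate 5, past the threshold in each fit without 1 library. cthrc1 lost significance without LiCl replicate 1, 2 or 3 (edgeR FDR = 0.0108, 0.0130 and 0.0108, in a range of 3.28e-06 to 0.0229 over all alternatives).
Among the 10 genes affected by UV, only lonrf3 (Xetrov72016136) was upregulated, from 1.40 ± 0.598 to 6.24 ± 1.56 CPM (log2 fold change 2.17, SE 0.301, edgeR FDR = 0.00449). The 9 downregulated genes were hesx1 (log2 fold change −4.47), dkkx (−4.36), fst (−3.67), hes7.1 (−3.51), nedd9 (−2.12), loc388630 (−2.01), pm20d1 (−1.91), fzd8 (−1.74) and pat (−1.66), of which hes7.1, nedd9, pm20d1 and pat were named after their values were seen. They made up 90% of the genes, and the Clopper-Pearson interval of the upregulated share was 0.253–44.5%. hesx1, dkkx and fst, which fell most, and lonrf3 each lost significance when any 1 of several libraries was left out, with an edgeR FDR of at most 0.0357 in these fits. The highest edgeR FDR over all alternatives was 0.0553 for hesx1, dkkx and fst and 0.124 for lonrf3, in each case with glmTreat, and the lowest FDR, in each case with a DESeq2 Wald test, was 5.37e-14, 3.36e-11, 2.08e-11 and 4.19e-10. The paper marks 12 further genes in Fig. 2C, 2D and 3B. Of these, 2 were upregulated (dkk1 and eomes) and 4 downregulated (hesx1, bambi, tfap2a and olfm4) in LiCl-treated embryos, with 7 differentially expressed when adjusted over the list alone. In UV-treated embryos 2 of them were downregulated (hesx1 and fst), with 6 adjusted over the list alone. Between LiCl- and UV-treated embryos 3 were higher with LiCl and 5 with UV, with 8 adjusted over the list alone. The study chose these genes on the same samples, so the counts adjusted over the list alone are not independent evidence. eomes lost significance in LiCl-treated against untreated embryos in 8 of the 15 fits that left out a library, with an edgeR FDR of up to 0.0208 (range over all alternatives 0.000253 to 0.66).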

**Fig. 2:**
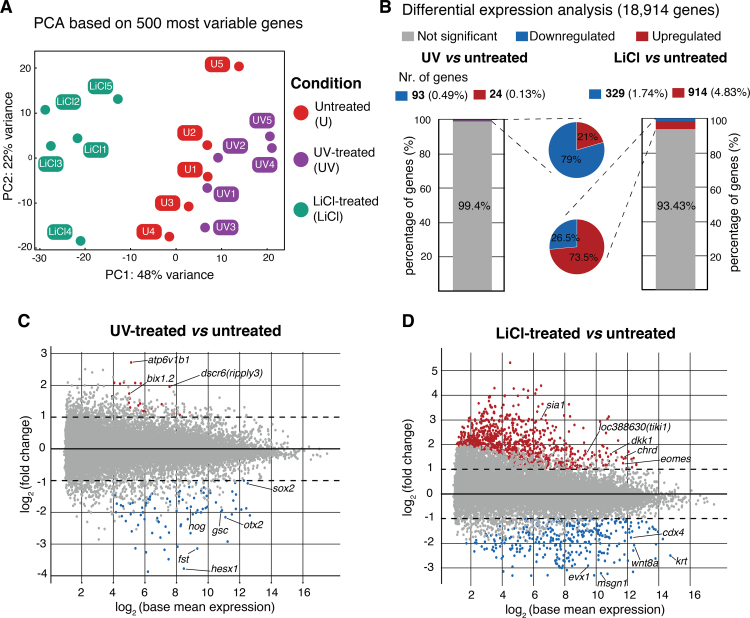
**UV-treated embryos are transcriptionally more closely related to unperturbed embryos than LiCl-treated embryos.** (A) Principal component analysis (PCA) of five biological replicates for each condition. (B-D) Identification of affected genes: transcriptional fold change ≥ 2 with FDR ≤ 1%. (C,D) MA plots of transcriptional fold changes against base mean expressions between indicated conditions.

UV and LiCl have opposing effects on development, so to identify genes that are differentially expressed along the DV axis we made a direct comparison of gene expression following the two treatments. 

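Across the 14041 genes tested, the log2 fold changes of LiCl-treated and of UV-treated embryos against untreated embryos correlated with a Pearson r of 0.142 and a Spearman rho of 0.187, and 59.3% of genes changed in the same direction. Both comparisons share the untreated libraries. In 20 simulations of unchanged groups, all 15 libraries were drawn anew at the untreated means, and both comparisons shared the simulated untreated libraries. They gave a mean r of 0.497 (range 0.477–0.529), a mean rho of 0.460 and 66.5% of genes changed in the same direction. The simulated libraries did not vary together by replicate number, as the real LiCl-treated and untreated ones did. The simulated r is therefore not the r to be expected by chance of the real libraries. These correlations are across genes, which are not independent replicates. Over genes with a mean of at least 10 CPM r was 0.0225. Without untreated replicate 4 or 5 the r was 0.289 or 0.214, and without UV replicate 1 it was 0.0847. In the fit without a block, only hesx1 and loc388630 passed the threshold in both comparisons with untreated embryos. hesx1 fell in both (log2 fold change −3.41 with LiCl), although it lost significance with LiCl in the fit of the 10 libraries with a block (−3.22, edgeR FDR = 0.0164, in a range of 4.18e-09 to 0.0164 over all alternatives), while loc388630 rose with LiCl and fell with UV.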

About 8.6% of the genes analysed showed significantly different transcript levels (at least two-fold change at FDR ≤ 1%), between UV and LiCl, 70% of which were elevated upon LiCl treatment (Fig. 3A; Table S2 and S3). 

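Between LiCl- and UV-treated embryos 857 of 14041 genes (6.104%) were differentially expressed, of which 499 were higher in LiCl-treated embryos (58.2%, 95% Clopper-Pearson interval 54.8–61.6%). Against untreated embryos, 401 of the 857 genes were also differentially expressed with LiCl and 9 with UV, while 448 passed the threshold in neither comparison. At an unadjusted p of 0.05 the edgeR test counted 3877 genes. glmTreat lowered the count to 247 genes, and DESeq2's Wald test without shrinkage raised it to 1579 genes, of which 67.2% were higher in LiCl-treated embryos. The count ranged from 618 genes without UV replicate 5 to 1140 without LiCl replicate 4. The largest differences in favour of LiCl were at least 18.0-fold for Xetrov72026895, 20.9-fold for Xetrov72024775 and 20.9-fold for Xetrov72011406, whose UV-treated libraries were each at or under 3 counts. Without the highest LiCl-treated library, which was LiCl replicate 3 for Xetrov72026895 and LiCl replicate 2 for the others, the bounds were 15.3-fold, 14.8-fold and 14.9-fold. The largest in favour of UV were Xetrov72002596 (at least 10.7-fold), Xetrov72021202 (log2 fold change −5.33, SE 1.09, edgeR FDR = 0.00360) and Xetrov72024531 (log2 fold change −5.23, SE 0.919, edgeR FDR = 0.00119). Without LiCl replicate 5 the log2 fold change of Xetrov72024531 was −6.68, and this gene stayed past the threshold in each of the 15 fits without 1 library. For Xetrov72021202 single libraries moved both the size and the significance. The log2 fold change was −8.39 without LiCl replicate 5, and its edgeR FDR was 0.0108, 0.0119 and 0.0107 without LiCl replicates 1, 2 and 3, in a range of 8.26e-06 to 0.0152 over all alternatives.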

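The homeobox gene sia1 (Xetrov72043417, scaffold 40 from 27013 to 36423) was expressed at 17.5 ± 11.8 CPM (SD, n = 5) in LiCl-treated embryos, 0.870 ± 0.541 CPM in UV-treated embryos and 1.15 ± 1.29 CPM in untreated embryos. The log2 fold change between LiCl and UV was 4.31 (SE 0.748, edgeR FDR = 0.00111). Against untreated embryos sia1 rose by 3.89 with LiCl (edgeR FDR = 0.00322) and its change of −0.42 with UV was not significant (edgeR FDR = 0.916). The latter changed sign, to 0.56, without untreated replicate 4, and the increase with LiCl lost significance without untreated replicate 1 (edgeR FDR = 0.0127, in a range of 2.1e-07 to 0.0205 over all alternatives). This increase ranged from 3.40 without LiCl replicate 4 to 4.87 without untreated replicate 4. gsc (Xetrov72014590, scaffold 8 from 62418035 to 62420798) reached 276 ± 170 CPM with LiCl, 16.01 ± 15.7 CPM with UV and 100 ± 69.2 CPM without treatment (LiCl against UV, log2 fold change 4.10, SE 0.732, edgeR FDR = 0.00134). Its log2 fold change was 3.65 without LiCl replicate 4 and 4.78 without UV replicate 3. Against untreated embryos gsc did not pass the threshold in this fit with either treatment (log2 fold change 1.46 with LiCl, edgeR FDR = 0.160, and −2.64 with UV, edgeR FDR = 0.114). The LiCl-treated and untreated libraries vary together by replicate number, and in the fit of these 10 libraries with the number as a block, chosen after the data were seen, the increase with LiCl passed (1.497, edgeR FDR = 0.0023). With the block in the fit of all 15 libraries it did not (1.585, edgeR FDR = 0.11).
For the BMP antagonist chrd (Xetrov72000357, scaffold 5 from 10679067 to 10694327), which overlaps Xetrov72001973 on the opposite strand, 536 ± 99.2 CPM with LiCl, 38.8 ± 37.2 CPM with UV and 175 ± 23.2 CPM without treatment were measured. The LiCl to UV log2 fold change was 3.78 (SE 0.478, edgeR FDR = 0.000119), and 4.53 without UV replicate 3. nog (Xetrov72017783, scaffold 10 from 15222768 to 15224434) reached 65.6 ± 4.96 CPM with LiCl and 7.84 ± 4.09 CPM with UV (log2 fold change 3.06, SE 0.331, edgeR FDR = 3.82e-05). The log2 fold changes of fzd8, loc388630 and pkdcc.1 were 2.42, 3.71 and 1.95. The 5 LiCl-treated libraries lay above the 5 UV-treated ones for each of the 7 genes. Without a block, loc388630 alone differed from untreated embryos in both directions. It changed by 1.70 with LiCl (edgeR FDR = 0.000334) and by −2.01 with UV (edgeR FDR = 0.00159). With blocks nog did so too. It changed by 1.128 with LiCl in the fit of 10 libraries (edgeR FDR = 0.000681). With UV it changed by −2.04 in the fit of all 15 libraries (edgeR FDR = 0.00878). chrd narrowly missed the threshold with LiCl (1.62, edgeR FDR = 0.0235). It passed without UV replicate 3 and in the fit of the 10 libraries with a block (edgeR FDR = 0.00214 and 3.57e-05, with a range of 3.57e-05 to 0.495 over all alternatives).

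**Figure D2:**
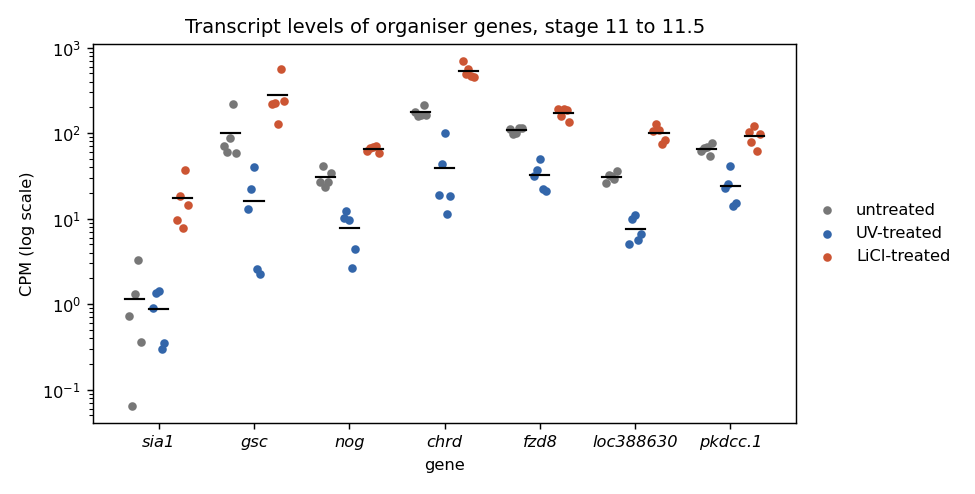
Expression of 7 Spemann organiser genes in CPM on a logarithmic axis. Points are the 5 libraries of each condition (grey, untreated; blue, UV-treated; red, LiCl-treated) and bars are means. For each gene the LiCl-treated libraries lie above the UV-treated ones, with sia1 at means of 17.5 and 0.870 CPM and chrd at 536 and 38.8 CPM.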

Among the genes with the highest upregulation in LiCl-treated embryos were early dorsal fate determinants expressed in the Spemann organiser: the homeobox genes *siamois 1 (sia1)* (Lemaire et al., 1995) and *goosecoid (gsc)* (Laurent et al., 1997); BMP antagonists *noggin* (*nog*) (Kessler et al., 1997) and *chordin* (*chrd*) (Piccolo et al., 1999); canonical Wnt regulators *frizzled 8 (fzd8)* (Itoh et al., 1998) and *loc3888630* (*tiki1*) (Zhang et al., 2012); and the secreted tyrosine kinase *pkdcc.1* implicated in morphogenetic movements and planar cell polarity (Ding et al., 2016; Popov et al., 2017; Vitorino et al., 2015). 

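The neural transcription factor zic2 (Xetrov72029971) was expressed at 375 ± 37.5 CPM (SD, n = 5) in LiCl-treated and 182 ± 48.8 CPM in UV-treated embryos. Its log2 fold change of 1.04 (SE 0.159, edgeR FDR = 0.000424) lay close to the threshold, and dropped to 0.99 without LiCl replicate 5 and to 0.92 without UV replicate 4. The muscle gene srl (Xetrov72005175) was expressed at 11.0 ± 2.59 and 0.604 ± 0.121 CPM (log2 fold change 4.16, SE 0.396, edgeR FDR = 1.52e-05). It was also higher with LiCl than in untreated embryos (2.52 ± 1.63 CPM, log2 fold change 2.12, edgeR FDR = 0.00160). The notochord gene foxa4 (Xetrov72010022) was expressed at 691 ± 65.0 and 222 ± 37.2 CPM (log2 fold change 1.64, SE 0.120, edgeR FDR = 3.49e-06). Against the 379 ± 44.1 CPM of untreated embryos, foxa4 changed by less than 2-fold with either treatment, with log2 fold changes of 0.87 (edgeR FDR = 0.000512) and −0.77 (edgeR FDR = 0.0105).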

Similar transcriptional stimulation was observed for later markers of dorsal axial and paraxial cell specification, including the neural transcription factor *zic2*, the muscle-specific calcium ion regulator *sarcalumenin* (*srl*), and the chordamesoderm and notochord marker *foxa4* (Fig. 3B).

**Fig. 3:**
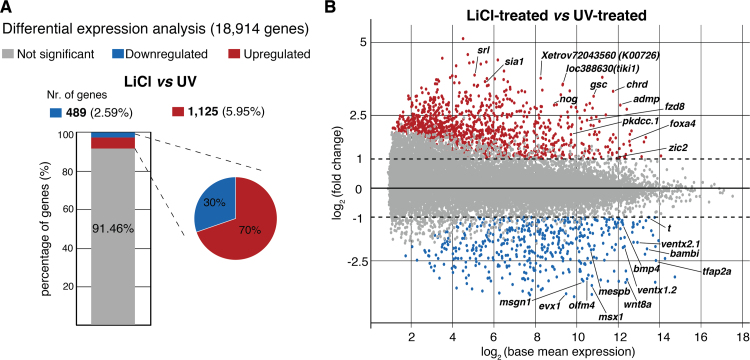
**Sensitive transcriptomics of DV axis determination.** (A) Differential expression analysis between LiCl- and UV-treated embryos. (B) MA plots of transcriptional fold changes against base mean expressions between indicated conditions. Identification of affected genes: transcriptional fold change ≥ 2 with FDR ≤ 1%.

By contrast, among the 485 genes significantly upregulated in UV-treated embryos were markers of ventro-posterior and non-neural ectoderm development. 

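The edgeR test found 358 genes that were higher in UV-treated than in LiCl-treated embryos, 41.8% of the genes that differed. The text names 23 genes as upregulated in UV-treated embryos, of which 22 passed the filter on low counts. All 22 were lower in LiCl-treated than in UV-treated embryos, with a median log2 fold change of −2.37, and 20 of them passed the threshold (21 adjusted over the list alone). Against untreated embryos, the same genes had a median log2 fold change of −1.87 with LiCl, with 14 genes past the threshold (18 adjusted over the list alone). With UV their median was 0.66 and 20 genes were higher, but none passed the threshold, with or without adjustment over the list alone, and 8 genes had an unadjusted p below 0.05. The study named these genes on the same samples, so the counts adjusted over the list alone are not independent evidence. In the fit of the 10 LiCl-treated and untreated libraries with a block, chosen after the data were seen, ventx1.1, bmp7.1, hes5.1 and hes8 also passed with LiCl.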

The former included both ligands (*bmp4* and *wnt8a*) and tissue-specific transcription factors (*evx1*, *msx1*, *mespb, msgn1*, *ventx1.1* and *ventx1.2*) (Fig. 3B).

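The ligand bmp4 (Xetrov72013980, scaffold 8 from 72112781 to 72119540) was expressed at 184 ± 26.9 CPM (SD, n = 5) in LiCl-treated embryos, 442 ± 21.9 CPM in UV-treated embryos and 414 ± 40.9 CPM in untreated embryos. It fell by 1.17 on the log2 scale with LiCl against untreated embryos (edgeR FDR = 4.44e-05), and its log2 fold change of 0.10 with UV was not significant (edgeR FDR = 0.838). Between LiCl and UV the log2 fold change was −1.26 (SE 0.106, edgeR FDR = 7.13e-06). wnt8a (Xetrov72039428, scaffold 3 from 59370630 to 59376205) was expressed at 74.9 ± 42.1, 766 ± 204 and 350 ± 52.9 CPM in LiCl-treated, UV-treated and untreated embryos (LiCl against UV, log2 fold change −3.35, SE 0.319, edgeR FDR = 1.52e-05).
Among the transcription factors, evx1 differed by −4.24, msx1 by −4.22, msgn1 by −4.05, mespb by −2.25, ventx1.1 by −2.001 and ventx1.2 by −1.79 on the log2 scale between LiCl and UV (SE between 0.278 and 0.673, edgeR FDR of at most 0.000691). LiCl replicate 5 had the highest values of msx1 and msgn1 among the LiCl-treated libraries, and without it their log2 fold changes were −5.13 and −5.12. msgn1 (Xetrov72006242, scaffold 9 from 96833397 to 96834422) was expressed at similar levels in UV-treated and untreated embryos, at 132 ± 45.5 and 135 ± 62.2 CPM (log2 fold change −0.03, edgeR FDR = 0.991). msx1 overlaps Xetrov72022801 on the opposite strand. ventx1.1 and ventx1.2 are neighbouring paralogs on scaffold 7 (from 21496168 to 21498394 and from 21462785 to 21467615), and their counts are uncertain where reads match both. Against a fold change of 2, glmTreat did not call bmp4, ventx1.1 and ventx1.2 (edgeR FDR = 0.0667, 0.0194 and 0.0349), while the lowest FDR over their alternatives was 3.11e-21, 3.03e-08 and 3.96e-08.

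**Figure D3:**
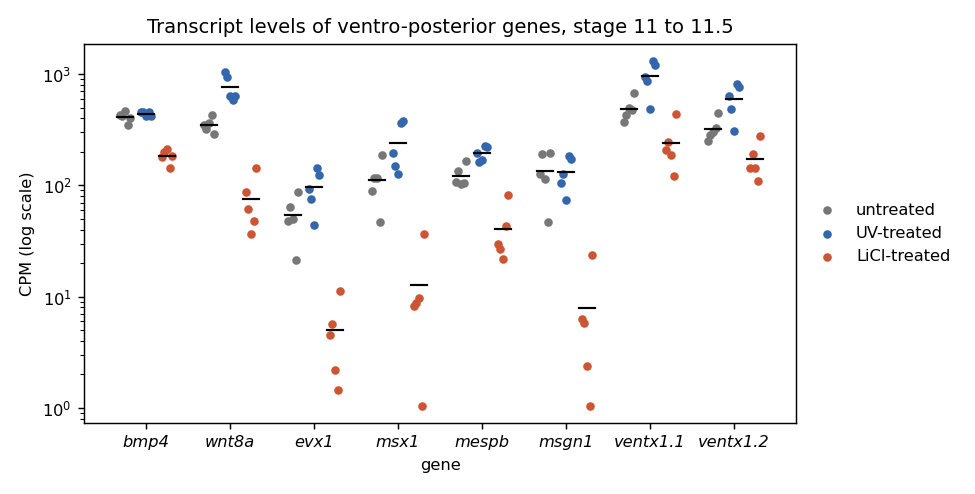
Expression of 8 ventral genes in CPM on a logarithmic axis. Points are the 5 libraries of each condition (grey, untreated; blue, UV-treated; red, LiCl-treated) and bars are means. The mean of each gene is lowest in LiCl-treated embryos, with wnt8a at 74.9 CPM against 350 CPM untreated and 766 CPM with UV, while bmp4 has similar means in UV-treated (442 CPM) and untreated (414 CPM) embryos.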

These observations indicate that LiCl and UV treatment had the expected effect on transcription, regulating the choice between dorso-anterior and ventro-posterior specification, respectively.

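The text names 27 genes as upregulated in LiCl-treated embryos, of which 25 passed the filter on low counts. All 25 were higher in LiCl-treated than in UV-treated embryos, with a median log2 fold change of 2.64, and 22 passed the threshold (25 adjusted over the list alone). Against untreated embryos their median log2 fold change was 0.99 with LiCl, with 23 genes higher and 4 past the threshold (10 adjusted over the list alone). With UV it was −1.42, with all 25 genes lower and 2 past the threshold (16 adjusted over the list alone). These genes were named by the study on the same samples, so the counts adjusted over the list alone are not independent evidence. In the fit of the 10 LiCl-treated and untreated libraries with a block, chosen after the data were seen, further genes of this list passed with LiCl. They were gsc, nog, chrd, hhex, admp, zic4, nodal3.1 and K00726. With the block in the fit of all 15 libraries only nodal3.1 and K00726 of them passed with LiCl, while nog, pkdcc.1, otx1 and K00726 also passed with UV. From the dorsal and axial genes that were higher with LiCl and the ventro-posterior and ectodermal genes that were higher with UV, the paper reasons that both treatments had the anticipated effect on transcription, LiCl towards dorso-anterior and UV towards ventro-posterior specification.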

### 2.3 UV- and LiCl-induced perturbations show DV-related gene signatures

To characterise the transcriptomes of UV- and LiCl-treated embryos in detail, differentially expressed genes were analysed for enriched biological processes (BPs) of the Gene Ontology (GO) project (Fig. 4). LiCl-triggered gene upregulations were preferentially enriched for the BPs of gastrulation and primitive streak formation (known as blastopore lip formation in *Xenopus*) (Fig. 4A). For example, these BPs were associated with the upregulation of *gsc*, *cer1*, *nodal*, *otx2*, *otx1*, *lhx1* and *hhex* upon LiCl treatment. By contrast, the BP of somitogenesis was overrepresented among upregulated genes in UV-treated embryos, many of which were markers of paraxial mesoderm such as *msgn1*, *mesp2*, *mespA*, *cdx4* and *t*. 

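Apart from gsc, the genes lhx1 (log2 fold change 2.02 between LiCl and UV, edgeR FDR = 9.77e-05), hhex (2.95, edgeR FDR = 0.000311), nodal (1.85, edgeR FDR = 0.000866), otx2 (2.69, edgeR FDR = 0.00203) and otx1 (1.56, edgeR FDR = 0.00728) passed the threshold. The libraries of nodal and otx1 overlapped between the treatments. cer1 was expressed at 53.7 ± 11.3 CPM with LiCl and 20.2 ± 4.97 CPM with UV, and its log2 fold change of 1.41 (SE 0.348, edgeR FDR = 0.0120) fell short of the threshold. It passed without untreated replicate 4 or 5 (edgeR FDR = 0.00286 and 0.00209, in a range of 0.00113 to 0.491 over all alternatives). otx1 and otx2 were higher in untreated embryos (344 ± 66.9 and 207 ± 25.8 CPM, SD, n = 5) than in UV-treated embryos (71.8 ± 47.7 and 35.8 ± 31.3 CPM), with log2 fold changes of −2.26 (edgeR FDR = 0.0122) and −2.53 (edgeR FDR = 0.0342). With the replicate number as a block the decrease of otx1 passed the threshold (−2.438, edgeR FDR = 0.00435). LiCl did not raise otx1 above the untreated level (212 ± 67.7 CPM, log2 fold change −0.70, edgeR FDR = 0.215). The difference of otx1 between the treatments lost significance in 10 of the 15 fits that left out a library, with an edgeR FDR of up to 0.0224, reached without LiCl replicate 3 (range over all alternatives 0.000338 to 0.28).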

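Between LiCl and UV, cdx4 had a log2 fold change of −2.24 (SE 0.369, edgeR FDR = 0.000741) and t had one of −1.13 (SE 0.102, edgeR FDR = 1.02e-05). The expression of t was 471 ± 52.5 CPM (SD, n = 5) in LiCl-treated, 1027 ± 109 CPM in UV-treated and 747 ± 73.8 CPM in untreated embryos. For mespa the difference was not significant (12.1 ± 4.57 against 17.8 ± 2.79 CPM, log2 fold change −0.56, SE 0.265, edgeR FDR = 0.184). mesp2 had 61 counts in all 15 libraries together and did not pass the filter on low counts, so it was not tested and a difference remains open. mespb, mesp2 and mespa lie within 1 region of scaffold 3 (starting at 25182384, 25201422 and 25215848), and their counts are uncertain where reads match more than 1 of these paralogs.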

The enrichment level of genes associated with DV axis specification was similar among upregulated genes in UV- and LiCl-treated embryos.

**Fig. 4:**
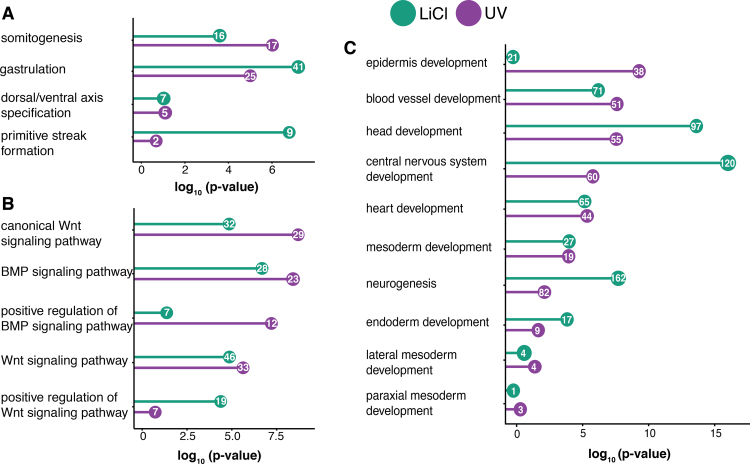
**LiCl and UV treatments affect DV axis determination and neural induction.** Plots show the number of upregulated genes and associated hypergeometric p-values of enrichment for specific biological processes (BPs) of the Gene Ontology (GO) project. Selected BPs refer to early developmental processes (A), signalling (B) and differentiation of germ layers and their derivatives (C).

Many of the genes whose expression were changed in UV- and LiCl-treated embryos were involved in the BMP and Wnt signalling pathways (Fig. 4B). This was consistent with the known effects of these pathways on DV specification. 

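Of the BMP-related genes, bmp7.1 (Xetrov72017394) was expressed at 14.7 ± 9.00 CPM (SD, n = 5) in LiCl-treated, 107 ± 42.9 CPM in UV-treated and 57.5 ± 34.2 CPM in untreated embryos (LiCl against UV, log2 fold change −2.85, SE 0.514, edgeR FDR = 0.00146). The log2 fold changes of hes3.3, hes5.1 and hes6.1 were −4.23, −3.13 and −2.07 (edgeR FDR = 0.000363, 0.00217 and 2.05e-05), and that of ventx3.2 was −2.25 (edgeR FDR = 0.000561). hes8 had a log2 fold change of −3.09 (SE 0.744) but missed the threshold with an edgeR FDR of 0.0103. It passed without LiCl replicate 4 or 5, UV replicate 3 or untreated replicate 4 or 5, with the lowest edgeR FDR of 0.00282 without untreated replicate 4, and with the replicate number as a block (edgeR FDR = 0.00454, in a range of 9.82e-05 to 0.0635 over all alternatives). foxj1 (log2 fold change −2.03, SE 0.440, edgeR FDR = 0.00515) lost significance in 7 of the 15 fits that left out a library, with the highest edgeR FDR of 0.0167 without LiCl replicate 3 (range over all alternatives 4.71e-05 to 0.0844). The hes and ventx genes each form families of similar sequence, and their counts are uncertain where reads match more than 1 member.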

The BMP-related genes overrepresented in UV-treated embryos encode several BMP ligands (*bmp4*, *bmp7.1*) as well as several transcription factors (TFs) of the helix-loop-helix (*hes3.3*, *hes5.1*, *hes6.1* and *hes8*), ventx (*ventx1.1*, *ventx1.2* and *ventx3.2*) family and some other families (*msx1* and *foxj1*). Interpretation of changes in expression of components of the Wnt signalling pathway was more complicated because Wnt signalling normally occurs in two waves in the early embryo: an early maternal wave at the dorsal side and a later zygotic wave, predominantly mediated by Wnt8a, on the ventro-lateral side of the embryo. Upregulated genes in LiCl-treated embryos associated with positive regulation of the pathway included *admp*, *hhex* and the TF family of *zic* genes (*zic1–4*).

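admp (Xetrov72021109) was expressed at 601 ± 59.8 CPM (SD, n = 5) in LiCl-treated, 64.2 ± 55.8 CPM in UV-treated and 289 ± 23.2 CPM in untreated embryos. Its log2 fold change between LiCl and UV was 3.22 (SE 0.451, edgeR FDR = 0.000238), and 3.81 without UV replicate 3, which had the highest value among the UV-treated libraries. zic4 differed by 2.66 (SE 0.289, edgeR FDR = 3.87e-05) and zic1 by 1.31 (SE 0.261, edgeR FDR = 0.00302) on the log2 scale. zic1 libraries overlapped between the treatments, and zic1 lost significance without UV replicate 2 or 4 (edgeR FDR = 0.0102 and 0.0106, in a range of 5.8e-05 to 0.491 over all alternatives). In the case of zic1, the level with LiCl (258 ± 84.3 CPM) did not exceed that of untreated embryos (279 ± 25.1 CPM), and it was lower with UV (104.4 ± 48.5 CPM). glmTreat, which tests against a fold change of 2, called zic4 and admp but not zic1.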

At later stages, genes overrepresented in LiCl-treated embryos included those involved in neurogenesis, head development (e.g. *chrd*) and central nervous system development (e.g. *zic* TFs and the blimp-associated TF *prdm12*). 

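prdm12 (Xetrov72014674) was weakly expressed, at 5.56 ± 2.11 CPM (SD, n = 5) in LiCl-treated, 2.11 ± 0.537 CPM in UV-treated and 3.26 ± 1.203 CPM in untreated embryos. The difference between LiCl and UV of 1.39 on the log2 scale (SE 0.316, edgeR FDR = 0.00698) lost significance in 10 of the 15 fits that left out a library, with the highest edgeR FDR of 0.0231 without LiCl replicate 2, and with the replicate number as a block (edgeR FDR = 0.0109, range over all alternatives 0.00032 to 0.446). A list of 16 neural plate genes was written down before the counts were read. All 16 were higher in LiCl-treated than in UV-treated embryos, with a median log2 fold change of 1.18 (limma camera, FDR = 2.45e-10 over 18 tests of lists), and 8 passed the threshold (10 adjusted over the list alone). Their median was −1.21 in UV-treated against untreated embryos (camera FDR = 1.66e-23, 16 genes lower, 1 past the threshold, 9 adjusted over the list alone). In LiCl-treated against untreated embryos it was 0.16 (camera FDR = 0.949), with 9 genes higher and 1 gene past the threshold, which was lower (1 adjusted over the list alone). camera used a preset correlation between genes. With limma's fry, or with the correlation estimated from the data, the differences of these neural plate genes between LiCl and UV and between UV and untreated embryos held.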

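krt (Xetrov72018107, scaffold 10 from 33323424 to 33328142) was expressed at 314 ± 207 CPM (SD, n = 5) in LiCl-treated, 3391 ± 1552 CPM in UV-treated and 2215 ± 859 CPM in untreated embryos (LiCl against UV, log2 fold change −3.43, SE 0.448, edgeR FDR = 0.000143). grhl3 (Xetrov72029688, scaffold 2 from 3996788 to 4012398) was expressed at 231 ± 99.05, 1222 ± 402 and 722 ± 160 CPM in LiCl-treated, UV-treated and untreated embryos (LiCl against UV, log2 fold change −2.40, SE 0.279, edgeR FDR = 6.62e-05). Keratins form a family of similar sequence, and their counts are uncertain where reads match more than 1 member. In a list of 16 epidermal genes written down before the counts were read, 15 were lower in LiCl-treated than in UV-treated embryos, with a median log2 fold change of −3.15, or −2.85 with genes under 3 counts at their bound (limma camera, FDR = 4.62e-18). In this comparison 14 passed the threshold, the same number as adjusted over the list alone. Against untreated embryos their median was −2.29 with LiCl, or −2.18 with the bound (camera FDR = 6.79e-14, 14 genes lower, 10 past the threshold, 13 adjusted over the list alone). With UV it was 0.64 (camera FDR = 6.46e-07, 15 genes higher), but none passed the threshold, with or without adjustment over the list alone, and 7 had an unadjusted p below 0.05. The difference with UV did not hold under fry (FDR = 0.0903) or with an estimated correlation (camera FDR = 0.201), and the difference with LiCl from untreated embryos held under fry but not with an estimated correlation (camera FDR = 0.0634).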

Genes overexpressed in UV-treated embryos included those involved in epidermis development (e.g. *keratin* and *grainyhead like TF 3*). 

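foxa2 (Xetrov72001128) was expressed at 61.5 ± 31.9 CPM (SD, n = 5) in LiCl-treated, 21.7 ± 4.48 CPM in UV-treated and 39.7 ± 14.9 CPM in untreated embryos. The libraries of the treatments overlapped and the log2 fold change of 1.50 (SE 0.453, edgeR FDR = 0.0345) did not pass the threshold. Without LiCl replicate 4 it was 1.78 and passed (edgeR FDR = 0.000565, in a range of 0.000565 to 0.545 over all alternatives). nkx2-1 (Xetrov72014309) had 66 counts in all 15 libraries together and was not tested, since it did not pass the filter on low counts. The increases of nodal, hhex and otx2 with LiCl over UV corresponded to means of 32.5 ± 9.65 against 8.96 ± 4.73 CPM, 153 ± 17.9 against 19.7 ± 13.1 CPM and 232 ± 56.0 against 35.8 ± 31.3 CPM.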

Endoderm development was slightly enriched in LiCl-treated embryos (e.g. Nodal ligand *nodal* and TFs *hhex*, *otx2*, *foxa2* and *nkx2-1*). This was consistent with reports that lithium ions potentiate mesendoderm formation in response to Nodal signalling (Cooke and Smith, 1987, Cooke et al., 1989). Expression of genes related to mesoderm formation did not differ between UV- and LiCl-treated embryos.

Although there is no GO term describing anterior or posterior identity we observed that genes involved in anterior (brain) or posterior (somitogenesis) development are upregulated in LiCl- or UV-treated embryos respectively (Fisher's exact test, p-value 0.007) (Fig. S2). This association is consistent with the fate map of the *Xenopus* early gastrula, where prospective anterior and dorsal structures overlap, as do ventral and posterior structures (Lane and Sheets, 2000, Martinez Arias and Steventon, 2018).

### 2.4 DV axis perturbation versus manual dissection of DV tissue

In an effort to verify our results we compared data from UV- and LiCl-treated embryos with the transcriptional profiles of dorsal and ventral marginal zone (DMZ and VMZ) tissue from untreated embryos (Blitz et al., 2017) (Fig. 5A).

**Fig. 5:**
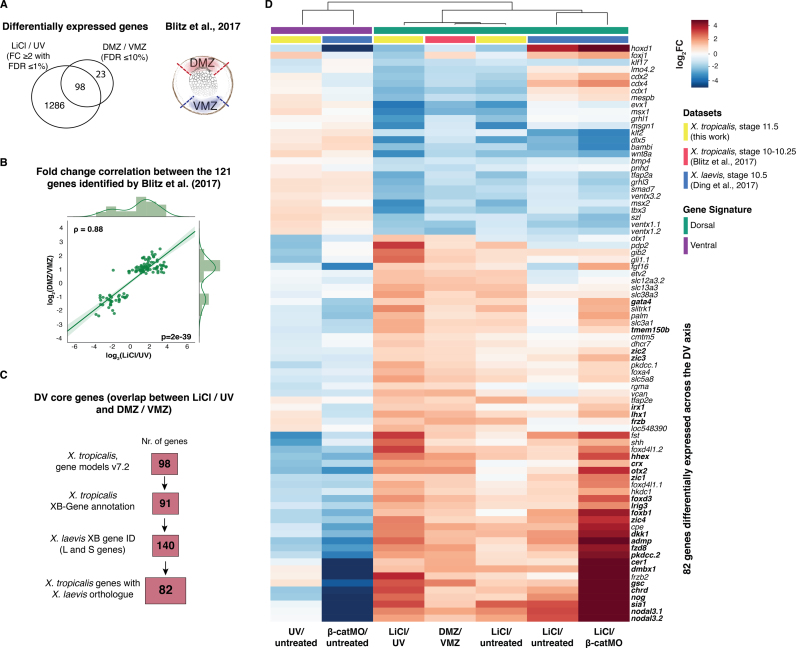
**Comparison with differential gene expression across DV axis confirms that LiCl and UV treatments generate dorso-neuralised and ventro-epidermalised embryos**. (A) Venn diagram of differential gene expression between LiCl and UV (LiCl vs UV, stage 11.5) and across DV axis (DMZ vs VMZ, stage 10–10.25; Blitz et al., 2017). (B) Regression plot of indicated transcriptional fold changes for differential gene expression across the DV axis (Blitz et al., 2017). Pearson coefficient, ρ = 0.88. Student's two-tailed *t*-test, p = 2e-39. (C) Procedure to find *X. laevis* orthologues of the *X. tropicalis* DV core genes via Xenbase (XB) gene identities. L and S refer to gene's location on either the long or short chromosome. If both S and L genes were present, the latter were selected since the L subgenome has been shown to better resemble the ancestral condition (Session et al., 2016). (D) Heatmap of transcriptional fold changes (FC) of DV core genes between indicated conditions. Gene names in bold are part of the early dorsal β-catenin gene signature (Ding et al., 2017).

Our pairwise comparison of DMZ and VMZ transcriptomes identified 121 differentially expressed genes (FDR ≤10%), of which 86 were upregulated in DMZ and 35 in VMZ (Fig. 5A,B). 

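In the comparison of LiCl- with UV-treated embryos, the direction of the differences also varied with transcript abundance. Of the genes with a mean below 10 CPM over all libraries, 305 were higher with LiCl and 101 with UV (75.1% higher with LiCl, 95% Clopper-Pearson interval 70.6–79.3%). At 10 CPM or more, 194 were higher with LiCl and 257 with UV (43.0% higher with LiCl, interval 38.4–47.7%). Among the genes that differed, 770 had CPM values that did not overlap between the 5 LiCl-treated and the 5 UV-treated libraries. Non-overlap was found in 1735 of all genes tested, against a chance share of 0.794%. Tissues of the dorsal and ventral marginal zones were not analysed here.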

Manual dissections thus identified significantly fewer differentially expressed genes than did our UV and LiCl perturbations (1384 genes), but we note that the ratio of upregulated genes in DMZ (~ 71%) versus VMZ (~ 29%) resembles the ratio of upregulated genes in LiCl- versus UV-treated embryos (~ 70% versus ~ 30%). The difference in numbers may derive from the different experimental approaches; the different stages of analysis (stage 10–10.25 for dissection versus st. 11.5 in our experiments); and the number of biological replicates (two for dissection versus five in our experiments).

About 80% (98 out of 121) of the genes whose expression differed between DMZ and VMZ regions had differences in transcript level of at least two-fold between LiCl- and UV-treated embryos. Pairwise correlation revealed that in most cases (117 out of 121) where a gene was upregulated in DMZ or VMZ regions, upregulation was also observed in LiCl- or UV-treated embryos, respectively (Fig. 5B,D). 

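The muscle regulator myf5 (Xetrov72039868, scaffold 3 from 81286564 to 81289726) was expressed at 110 ± 24.4 CPM (SD, n = 5) in LiCl-treated, 123 ± 43.2 CPM in UV-treated and 188 ± 56.6 CPM in untreated embryos. It did not differ between the treatments (log2 fold change −0.17, SE 0.274, edgeR FDR = 0.773). It was lower than in untreated embryos with either treatment, without passing the threshold (LiCl, log2 fold change −0.78, edgeR FDR = 0.0741; UV, log2 fold change −0.61, edgeR FDR = 0.411). In the fit of the 10 LiCl-treated and untreated libraries with a block, chosen after the data were seen, the decrease with LiCl had an edgeR FDR of 0.00225 at a fold change under 2 (log2 fold change −0.747).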

The discrepancies (e.g., *myf5*) might derive from differences in experimental approaches, in that dissected DMZs might have contained BMP-exposed lateral marginal zone (LMZ) by the stage of analysis (de Souza et al., 1999, Hopwood et al., 1991; Kim et al., 1998; Wilm and Solnica-Krezel, 2005). We studied transcriptional fold changes between DMZ and VMZ of the 1286 genes identified as differentially expressed only between LiCl- and UV-treated embryos (Fig. S3A). There was a weakly positive correlation between the transcriptional fold changes of the two experiments (Fig. S3B). Some of the genes were involved in DV axis determination while others reflected UV- and LiCl-induced perturbations also affecting antero-posterior patterning and neural induction (Fig. S3C).

Ding et al., 2017a, Ding et al., 2017b recently defined a dorsal and β-catenin-dependent gene signature for *X. laevis* embryos at early gastrula stage. This was based on the integrative analysis of various transcriptomes from embryos treated with LiCl, embryos injected with β-catenin morpholino (β-catMO), as well as embryos bisected into dorsal and ventral halves. To compare this data with our results, we first defined a core set of 98 DV genes based on the overlapping differential expression between LiCl/UV and DMZ/VMZ in *X. tropicalis* (Fig. 5A,C). This core set was reduced to 82 genes for which orthologues between the two *Xenopus* species and experiments could be found (Fig. 5C). 

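Of the genes shown in Fig. 5D, 55 are higher with LiCl than with UV and 27 with UV. In the deposited counts 53 of the dorsal and all 27 ventral genes could be tested. All 53 dorsal genes were higher in LiCl-treated than in UV-treated embryos, with a median log2 fold change of 2.02 (limma camera, FDR = 1.6e-42), and 42 passed the threshold (53 adjusted over the list alone). All 27 ventral genes were lower, with a median of −2.25 (camera FDR = 3.56e-32), and each passed the threshold with either adjustment. Against untreated embryos, the dorsal genes had a median log2 fold change of 0.98 with LiCl (camera FDR = 1.99e-13, 48 genes higher, 10 past the threshold, 17 adjusted over the list alone) and −1.16 with UV (camera FDR = 2.74e-42, 50 genes lower, 2 past the threshold, 28 adjusted over the list alone). The ventral genes had a median of −1.64 with LiCl (camera FDR = 3.6e-24, 27 genes lower, 18 past the threshold, 22 adjusted over the list alone). With UV their median was 0.72 (camera FDR = 1.33e-11, 26 genes higher), but none passed the threshold, with or without adjustment over the list alone, and 14 had an unadjusted p below 0.05. The study chose these genes partly on the same samples, so the counts adjusted over the list alone and the tests between the treatments are not independent evidence. The differences between LiCl and UV held under fry and with an estimated correlation. The increase of the ventral genes with UV held under neither (fry FDR = 0.0572, camera FDR = 0.148), and the increase of the dorsal genes with LiCl held under fry but not with an estimated correlation (camera FDR = 0.077).
Over the 80 genes, the log2 fold changes of LiCl and UV against untreated embryos correlated with r = −0.532. The fold changes of LiCl against UV correlated with those of LiCl against untreated embryos with r = 0.903 and with those of UV against untreated embryos with r = −0.844. These correlations are across genes and the comparisons share libraries. In 20 simulations of unchanged groups they averaged, in the same order, 0.5466 (range 0.3596 to 0.704), 0.5202 (0.2996 to 0.6841) and −0.4215 (−0.5995 to −0.2529). The study chose the genes partly for a difference between LiCl and UV on the same samples, which moves their effects against untreated embryos apart. The observed values are therefore no independent evidence of opposite effects. With each library left out in turn the r between the effects of LiCl and UV ranged from −0.589 to −0.323.

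**Figure D4:**
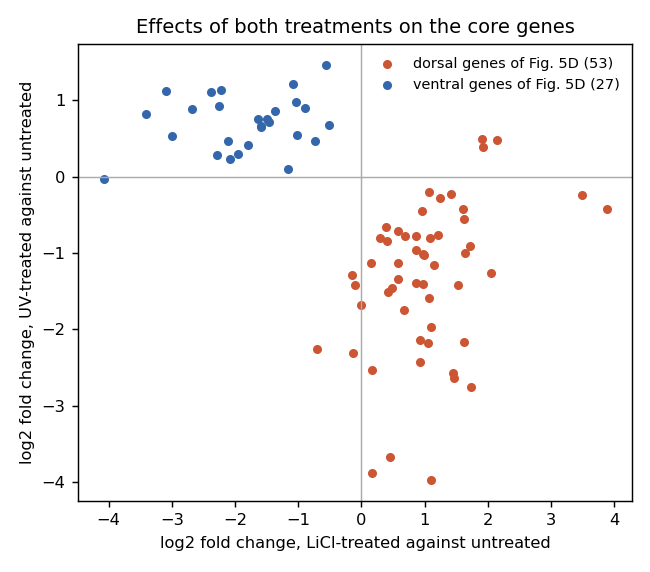
Log2 fold changes of the 53 dorsal and 27 ventral core genes in LiCl-treated (horizontal axis) and UV-treated embryos (vertical axis), each against untreated embryos. Each point is a gene. The dorsal genes have a median of 0.98 with LiCl and −1.16 with UV, and the ventral genes have a median of −1.64 and 0.72.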

Despite the lower Pearson correlation between *X. laevis* and *X. tropicalis* experiments (Fig. S4A), the transcriptional behaviour of most DV core genes was in line with the treatment and consistent between *Xenopus* species (Fig. 5D). Some inconsistencies of expression level between experiments might be explained by the differences in stage, species, embryo manipulation and library preparation. 

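The early Wnt target nodal3.1 (Xetrov72039244, scaffold 3 from 5698572 to 5718957) was expressed at 7.33 ± 10.3 CPM (SD, n = 5) in LiCl-treated, 0.549 ± 0.307 CPM in UV-treated and 0.611 ± 0.959 CPM in untreated embryos. The log2 fold change of 3.72 between LiCl and UV (SE 0.984, edgeR FDR = 0.0174) did not pass the threshold. The mean with LiCl rested on LiCl replicate 4, without which the log2 fold change was 2.29, and without untreated replicate 4 the difference passed the threshold (edgeR FDR = 0.00546, in a range of 0.000317 to 0.0801 over all alternatives). With the replicate number as a block, nodal3.1 also passed the threshold in LiCl-treated against untreated embryos (log2 fold change 3.56, edgeR FDR = 0.00634, against 3.49 and 0.0254 without the block, and a range of 0.000268 to 0.161 over all alternatives). nodal3.2 (Xetrov72040922) lies within the span of nodal3.1 on the same strand, from 5703331 to 5705353. It had 113 counts in all 15 libraries together and did not pass the filter on low counts. Counts of these paralogs are uncertain where reads match both.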

The genes with highest correlation among all the experiments were immediate-early targets of maternal β-catenin such as *nodal 3.1*, *nodal 3.2* and *sia1* (Fig. 5D).

### 2.5 Validation and characterisation of novel DV markers identified by axis perturbation

To validate our transcriptome dataset, we selected two genes that were upregulated in LiCl-treated embryos (*cpe* and *K00726*) and two that were upregulated in response to UV radiation (*Xetrov72022004* and *c8orf4*). 

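The carboxypeptidase gene cpe (Xetrov72020695, scaffold 1 from 173260825 to 173304604) was expressed at 16.5 ± 3.34 CPM (SD, n = 5) in LiCl-treated, 2.63 ± 1.33 CPM in UV-treated and 5.28 ± 0.997 CPM in untreated embryos. Its log2 fold change was 2.64 between LiCl and UV (SE 0.309, edgeR FDR = 7.01e-05), 1.64 between LiCl and untreated embryos (edgeR FDR = 0.00255) and −0.996 between UV and untreated embryos (edgeR FDR = 0.178). K00726 (Xetrov72043560) has 11 exons on scaffold 42, from 210510 to 229077. It was expressed at 46.8 ± 16.8, 2.46 ± 1.66 and 16.8 ± 5.16 CPM in LiCl-treated, UV-treated and untreated embryos (LiCl against UV, log2 fold change 4.23, SE 0.451, edgeR FDR = 3.54e-05). Against untreated embryos K00726 narrowly missed the threshold, with log2 fold changes of 1.48 with LiCl (SE 0.397, edgeR FDR = 0.0224) and −2.75 with UV (SE 0.428, edgeR FDR = 0.0114). With the replicate number as a block, the increase with LiCl passed the threshold (1.42, edgeR FDR = 0.0099), as did the decrease with UV (−2.82, edgeR FDR = 0.00435). The increase also passed without LiCl replicate 4 (1.67, edgeR FDR = 0.00717), in a range of 0.000702 to 0.635 over all alternatives. The decrease also passed without UV replicate 3, LiCl replicate 4 or untreated replicate 4 (edgeR FDR = 0.00154, 0.0037 and 0.00893, in a range of 3.12e-08 to 0.124 over all alternatives).
Xetrov72022004 (scaffold 1 from 86401956 to 86407275), which overlaps ipo4 on the opposite strand, was expressed at 12.2 ± 9.16 CPM in LiCl-treated, 205 ± 49.3 CPM in UV-treated and 150 ± 17.0 CPM in untreated embryos (LiCl against UV, log2 fold change −4.05, SE 0.429, edgeR FDR = 3.54e-05). It decreased with LiCl against untreated embryos (log2 fold change −3.60, edgeR FDR = 0.000195) and did not change significantly with UV (0.45, edgeR FDR = 0.741). c8orf4 (Xetrov72b000175, scaffold 3 from 10733538 to 10733828) was expressed at 4.05 ± 1.82, 20.5 ± 5.41 and 14.1 ± 5.34 CPM (LiCl against UV, log2 fold change −2.34, SE 0.333, edgeR FDR = 0.000265). Its change against untreated embryos was −1.80 with LiCl (edgeR FDR = 0.00272) and 0.54 with UV (edgeR FDR = 0.558).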

More uncharacterised genes identified by DV axis perturbation are listed in Table S4. 

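Table S4 lists 14 genes as higher with LiCl and 13 as higher with UV, and all of them could be tested. Each of the 14 was higher in LiCl-treated than in UV-treated embryos (median log2 fold change 2.60) and each of the 13 was lower (median −3.46, or −3.42 with genes under 3 counts at their bound), and all 27 passed the threshold with either adjustment. Against untreated embryos, the 14 genes had a median of 1.38 with LiCl (14 higher, 7 past the threshold, 10 adjusted over the list alone) and −1.21 with UV (14 lower, 1 past the threshold, 10 adjusted over the list alone). The 13 genes had a median of −2.95 with LiCl, or −2.30 with the bound (13 lower, 12 past the threshold, 13 adjusted over the list alone). With UV their median was 0.52 (13 higher), but none passed the threshold, with or without adjustment over the list alone, and 3 had an unadjusted p below 0.05. The genes were selected by the study on the same samples, so the counts adjusted over the list alone are not independent evidence.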

The *cpe* gene has recently been identified as part of the dorsal gene signature in *X. laevis* (Ding et al., 2016).

Quantitative transcript profiling at the gastrula stage confirmed that *cpe* and *K00726* were upregulated in LiCl-treated embryos and downregulated in UV-treated embryos, while *Xetrov72022004* and *c8orf4* were downregulated in LiCl-treated embryos and unaffected in UV-treated embryos (Fig. 6A). Whole mount in situ hybridisation revealed that *cpe* and *K00726* were expressed in the DMZ at gastrula stages and in the neural tube by tailbud stages. As expected, their expression expanded around the blastopore in LiCl-treated embryos and was reduced in UV-treated embryos. Expression of both *Xetrov72022004* and *c8orf4* was weak and ectodermal in unperturbed embryos (Fig. 6B). By the tailbud stage, expression of both was restricted to the head ectoderm. LiCl treatment significantly reduced their ectodermal expression, consistent with its ability to promote dorsal and neural structures.

**Fig. 6:**
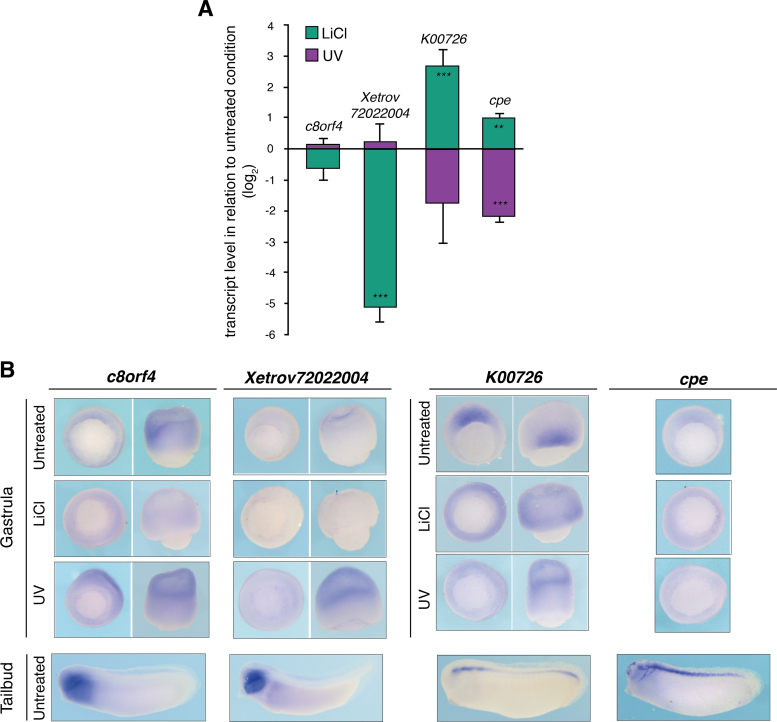
**Expression analysis of uncharacterised genes identified by the means of nongenetic axis perturbation and comparative transcriptomics**. RT-qPCR (A) and WMISH (B) of *c8orf4*, *Xetrov72022004*, *K00726* and *cpe*. (A) Error bars, SEM of biological triplicates. Student's two-tailed *t*-test: *, p < 0.1; **, p < 0.05; and ***, p < 0.01. (B) Mid-gastrula stages, vegetal and lateral view except for *cpe* with vegetal view only; and mid-tailbud stage, lateral view.

### 2.6 β-catenin activates dorsal marker *K00726*, a Rnf220-like ubiquitin ligase

The spatial expression pattern of *K00726*, and its response to UV and LiCl treatment, suggested that it might be regulated by Wnt signalling. With this in mind, we noted that chromatin profiling of early gastrula embryos (Nakamura et al., 2016) revealed that β-catenin binds three putative *cis*-regulatory modules within the first intron of *K00726* (pCRM1, pCRM2 and pCRM3) (Fig. 7A.i). The transcriptional activities of the three pCRMs, and a negative control region (NCR), were assayed individually at the early gastrula stage in a dual luciferase reporter assay using the endogenous promoter of *K00726*. The luciferase assay showed that the promoter by itself was capable of increasing reporter expression six-fold compared to a promoterless luciferase vector (Fig. 7A.ii). Addition of pCRM2 or pCRM3 both enhanced promoter activity, with pCRM2, which showed the highest level of β-catenin DNA occupancy, increasing luciferase activity six-fold (Fig. 7A.ii). Interestingly, pCRM1 completely repressed the promoter, while the NCR had no effect. Consistent with these observations overexpression of β-catenin enhanced the transcription of *K00726* in animal caps cultured until the start of gastrulation (Fig. 7B).

**Fig. 7:**
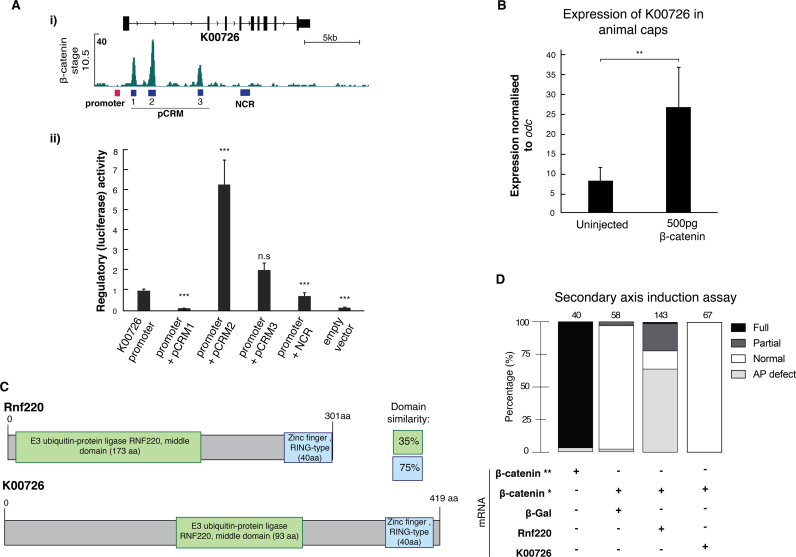
**RNF220-like ubiquitin ligase*****K00726*****is a β-catenin-responsive dorsal marker.** (A) (i) Genomic snapshot of DNA occupancy of β-catenin (Nakamura et al., 2016) at the *K00726* locus in early gastrula embryos. (ii) Luciferase assay for indicated constructs containing *K00726* promoter, putative *cis*-regulatory modules (pCRM) 1–3 or negative control region (NCR). Genomic position of these genomic elements are shown in (i). Reporter activity was normalised to basal activity of the *K00726* promoter. Error bars, SEM of biological duplicates. Student's two-tailed *t*-test: ***, p < 0.01; n.s, not significant. (B) RT-qPCR of *K00726* in animal caps derived from embryos injected with and without 500 pg of *β-catenin* mRNA. Error bars, SEM of biological triplicates. Student's two-tailed *t*-test: **, p < 0.05. (C) Representation of Rnf220 and K00726 protein including known domains. Comparison of the domain sequences revealed that the E3 ubiquitin ligase and zinc-finger RING-type domain have 35% and 75% conservation, respectively. (D) Morphological outcomes of the secondary axis induction assay: AP defect, smaller or kinked antero-posterior axis; partial, secondary axis formed without cement gland; full, secondary axis formed with cement gland. Amount of injected mRNA: β-catenin**, 250–500 pg; β-catenin*, 5–25 pg (subthreshold); *β-Gal*, *K00726* and *Rnf220*, 500–1000 pg. At the top of each bar is the total number of analysed embryos.

K00726 protein shared sequence similarity with Rnf220, a protein that may stabilise β-catenin via its C-terminal RING-type domain, in an interaction mediated by the ubiquitin-specific protease 7 (USP7) (Ma et al., 2014). The conservation between Rnf220 and K00726 is relatively high within the zinc finger RING-type domain (75%), but low within the E3 ubiquitin protein ligase domain (35%) (Fig. 7C). With this in mind, we asked whether K00726 could enhance Wnt signalling. We used an assay based on that of Ma et al. (2014), in which subthreshold amounts of β-catenin mRNA, incapable of inducing a secondary axis, were co-injected with mouse *Rnf220* or *K00726* mRNA into ventral blastomeres of *X. laevis*. In contrast to Rnf220, K00726 was unable to induce a secondary axis or to cause any other axial defects (Fig. 7D).

## 3 Discussion

Amphibian embryos provide a powerful model system for the study of early vertebrate development because they are available in large numbers and because they are so easy to manipulate. Here, we use the classic techniques of UV and LiCl treatment to enrich the *X. tropicalis* embryo for ventral or dorsal cell types, and we then explore the transcriptomes of these embryos in an effort to discover new genes involved in the specification of DV asymmetry.

While both UV- and LiCl-treated embryos display gastrulation defects, only the transcriptome of LiCl-treated embryos deviates substantially from that of unperturbed embryos. This is at least in part because UV-treated embryos lack only the rather small dorsal organiser region, whereas the marginal zone of LiCl-treated embryos consists almost entirely of dorsal organiser cells at the expense of any lateral and ventral cell types. However, the transcriptome-wide comparison of LiCl- and UV-treated embryos also indicates that the treatments significantly affect the binary choice of ectodermal cells towards epidermis or neural tissue. UV-treated embryos fail to produce BMP antagonists in the DMZ and consequently, dorsally expanded BMP signals both ventralise the marginal zone and generate an excess of epidermis at the expense of neural tissue, creating an ‘aneural’ phenotype (Scharf and Gerhart, 1980). For the most part, our results are in line with previous transcriptome-wide studies exploring DV asymmetry by manual dissections or axis perturbation (Blitz et al., 2017, Ding et al., 2017a, Ding et al., 2017b)

Our transcriptomics of DV perturbation has identified low-expression genes whose transcript levels are increased upon LiCl (*cpe* and *K00726*) or UV (*Xetrov72022004* and *c8orf4*) treatment. Further experiments suggest that *K00726*, a Rnf220-like ubiquitin ligase, forms part of a β-catenin-dependent early dorsal gene signature in *Xenopus*. We have identified two β-catenin^+^ *cis*-regulatory modules in the first intron of *K00726* that are capable of significantly enhancing transcription.

Overall, our analysis suggests that perturbation-mediated cell type enrichment provides a powerful technique to reveal rare transcripts differentially expressed across specific body axes. We believe the datasets generated in this work will be useful for researchers studying DV axis determination. The differential expression of such genes between LiCl- and UV-treated embryos may predict their spatial expression and their contributions to cell fate decisions.

## 4 Material and methods

### 4.1 Embryo culture and manipulation

All animal procedures were performed under licence as required by the Animals (Scientific Procedures) Act 1986 (UK). Standard procedures were used for *Xenopus* ovulation (Khokha et al., 2002, Sive et al., 2007). *X. tropicalis* and *X. laevis* eggs were fertilised in vitro. The embryos were cultured in 0.05x Marc's Modified Ringer's solution (MMR) at 25–28 °C or 0.1x Normal Amphibian Medium (NAM) at 14–20 °C, respectively. Approximately 10 min after fertilisation, embryos were dejellied with 2.2% [w/v] L-cysteine diluted in the appropriate culture medium (pH 8.0). Injections were carried out with *X. laevis* embryos equilibrated in 4% Ficoll PM-400 (Sigma)/0.1x NAM. Injected embryos were transferred to 0.1x NAM without Ficoll once they reached about stage 8. Embryos were staged according to Nieuwkoop and Faber (1994).

#### 4.1.1 UV irradiation

Immediately after removing their jelly coats, 50–100×*X. tropicalis* fertilised eggs were transferred into a 50-ml conical centrifuge tube filled to the top with 0.05x MMR. The tube was closed by wrapping Saran cling film around the top using rubber bands and turned upside down allowing the embryos to settle on the film. The tube was swirled gently to position the zygotes to the centre of the film wrapping. The tube was placed onto a styrofoam hole whose depth of 2 cm kept vegetal poles at the appropriate distance from a compact UV lamp (UVP, UVGL-25). The embryos were irradiated with 254 nm shortwave UV for 2 min. After that, the tube was kept upside down and transferred to the incubator without disturbing the embryos until the completion of the first cell division. The embryos were then transferred to an agarose-coated petri dish containing 0.05x MMR and cultured to the developmental stage of interest.

#### 4.1.2 LiCl treatment

At the 32-cell stage, dejellied *X. tropicalis* embryos were transferred to an agarose-coated petri dish containing 0.3 M LiCl/0.05x MMR. They were gently swirled in the dish and incubated for 5 min. LiCl treatment was terminated by rinsing the embryos in 0.05x MMR five times. The embryos were then cultured in 0.05x MMR to the desired developmental stage.

#### 4.1.3 Microinjection

A total volume of 10 nl of mRNA and/or plasmid DNA was injected into *X. laevis* embryos at the 1-cell, 2-cell or 4-cell stage using a microinjector (Narishige IM-300). Microinjection needles were produced from borosilicate glass capillaries (Harvard Apparatus, GC120-15) using a micropipette puller (Sutter p97).

#### 4.1.4 Animal caps

Approximately 500 pg of *β-catenin* mRNA was injected into the animal side of each blastomere of *X. laevis* 2-cell embryos. At stage 8, embryos were transferred into 0.7x MMR and animal caps were cut using 13 µm wire tip electrodes (Protech International, 13-Y1) at medium voltage (setting 2 on the MC-2010 micro cautery instrument, Protech International). After dissection, caps were transferred to a fresh agarose-coated plate containing 0.7x MMR and incubated at 18 °C alongside whole sibling embryos until stage 15. Animal caps were processed for total RNA extraction.

### 4.2 Cloning

Forward and reverse primers were designed based on the genomic sequence of *X. tropicalis* (assembly v7.1) to clone *cpe*, *Xetrov72022004*, *K00726* and *c8orf4* from gastrula-staged cDNA (see Table S5). GoTaq-amplified gene fragments were cloned into pGEM-T Easy vector (Promega).

For luciferase assays, the *K00726* promoter, three putative *cis*-regulatory modules (pCRM1–3), and a negative control region (NCR) were amplified from *X. tropicalis* genomic DNA using KAPA HiFi HotStart ReadyMix (KAPA Biosystems) and reverse and forward primers containing 5′ *Hind*III (promoter) or *Bam*HI (enhancer) restriction sites (Table S5). The *K00726* promoter was inserted into the *Hind*III site of promoterless pGL3-Basic vector. Single pCRMs were inserted into the *Bam*HI site of the pGL3 vector equipped with the endogenous promoter.

### 4.3 Whole mount in situ hybridisation

Whole mount in situ hybridisation (WMISH) was carried out as described (Monsoro-Burq, 2007) with digoxigenin-labelled RNA probes. Antisense (AS) probes were generated from linearised cDNA clones in vitro with the appropriate RNA polymerase (Roche) and digoxigenin-11-UTP. The following AS probes were transcribed with T7 RNA polymerase from plasmids linearised with *Eco*RI unless otherwise specified: pGEM-5Zf(-)[*noggin*] (W. C. Smith and Harland, 1992); pBS-SK(-)[*goosecoid*] (Cho et al., 1991); pBS-SK(-)[*chordin*] (Sasai et al., 1994); pGEM1[*wnt8a*] linearised with *Bam*HI (Christian et al., 1991); pBS-SK(+)[*bmp4*]; pCS2(+)[*not1*] linearised with *Xho*I (Dassow et al., 1993); pCMV-Sport6.ccdB[*msgn1*] (Gentsch et al., 2013); pGEM-T[*c8orf4*] linearised with *Nde*I; pGEM-T[*Xetrov72022004*] linearised with *Sac*I; pGEM-T[*K00726*] linearised with *Sac*I; and pGEM-T[*cpe*] linearised with *Apa*I and transcribed with SP6 RNA polymerase. After DNase treatment, probes were precipitated with LiCl overnight at − 20 °C and rinsed with 80% EtOH. The precipitate was dissolved with RNase-free water. The WMISH probes were diluted with hybridisation buffer (50% [v/v] formamide, 5x SSC, 1x Denhardt's, 10 mM EDTA, 1 mg/ml torula RNA, 100 μg/ml heparin, 0.1% [v/v] Tween-20% and 0.1% [w/v] CHAPS) to a final concentration of 10 ng/µl (10x stock).

### 4.4 Synthesis of capped mRNA for microinjection

Approximately 1 μg of linearised (with *Not*I unless otherwise specified) expression vector was transcribed using the mMESSAGE mMACHINE SP6 Transcription Kit (Thermo Fisher Scientific): pCS2^+^[3xHA-*K00726*] linearised with *Apa*I; pCS2^+^[*β-catenin-*GFP] (Addgene, #16839); pSP64T[n*lacZ*] (nuclear β-galactosidase); pCS2^+^[*rluc*] (*Renilla* luciferase) (Demagny et al., 2014); and pCS2^+^[*mRNF220*-FLAG].

### 4.5 Total RNA extraction and cDNA synthesis

10–20 embryos or 15–20 animal caps were homogenised in 200 µl of TRIzol (Thermo Fisher Scientific) by vortexing for 10 min at room temperature. The homogenate was mixed with 40 µl of chloroform and centrifuged for 5 min at 4 °C at full speed. The upper phase was transferred to a clean 1.5-ml Eppendorf tube. RNA was precipitated using the RNA Zymo Clean and Concentrator-5 or -25 kit (Zymo Research). Approximately 1 μg of total RNA was converted into first strand cDNA using the SuperScript III reverse transcriptase (Thermo Fisher Scientific).

### 4.6 Quantification of transcript levels

Gene expression levels were determined by absolute quantification using SYBR Green I reagents (Roche) and the LightCycler LC480 II (Roche). Each cDNA sample was run in technical triplicates. The standard curve for each primer pair was calculated from eight crossing points (C_t_-values) reflecting amplifications from a 1:3 serial dilution of wild-type cDNA. The primer sequences are listed in Table S5. Microsoft Excel was used to normalise quantifications to the housekeeping gene *odc1*, design plots and perform paired Student's two-tailed *t*-tests.

### 4.7 Library preparation, sequencing and biocomputational analysis

Total RNA representing 10 *X. tropicalis* embryos (15–20 μg) was processed according to the low sample protocol of the TruSeq RNA sample preparation guide version 2 (Illumina). The concentration of the library was determined by fluorometry using Qubit dsDNA HS reagents (Thermo Fisher Scientific). The quality of the library was verified by micro-capillary electrophoresis using the Agilent 2100 Bioanalyzer. Libraries were read paired-end along 50 bases on the HiSeq. 2500 machine (Illumina). The reads were mapped to the *X. tropicalis* gene models v7.2 using the splice-aware aligner Tophat2 (D. Kim et al., 2013) disabling any search for novel splice junctions. Reads were counted per gene using the python script HTSeq-count in ‘intersection-nonempty’ mode (Anders et al., 2015). The raw read counts from each experiment were merged before running the R package DESeq. 2 (Love et al., 2014) to determine differential gene expression between selected conditions (Table S6). The gene set enrichment analysis was carried out using previously assembled GO annotations (Gentsch et al., 2015) and the R package GOstats (Falcon and Gentleman, 2007). All sequencing reads and raw read counts are available at the Gene Expression Omnibus (GEO) database under the accession number GSE107424.

### 4.8 Dual luciferase reporter assay

Embryos were injected with 50 pg of various firefly luciferase reporter constructs (pGL3-Basic, pGL3[*K00726* promoter], pGL3[*K00726* promoter + pCRM1], pGL3[*K00726* promoter + pCRM2], pGL3[*K00726* promoter + pCRM3], pGL3[*K00726* promoter + NCR]) and 5 pg of *Renilla luciferase* mRNA. Embryos were harvested at early gastrula stage 10. We used the reagents of the Dual-Luciferase Reporter Assay System kit (Promega) to perform the luciferase assay. Embryos were homogenised in 100 µl of 1xPassive Lysis Buffer. The homogenate was spun for 1 min at 16,000 g and 4 °C. 20 µl of the supernatant was transferred to 96-well plates (solid bottom, white). 50 µl of LARII was added to the supernatant. Firefly luminescence was measured twice for each sample with a Perkin Elmer ENVision 2102 Multilabel plate reader. After these readings, 50 µl of 1x Stop&Glo reagent was added and *Renilla* luminescence was recorded twice for each sample. The *Renilla* signal was used to normalise firefly measurements.

## Figures and Tables

**Fig. S1:**
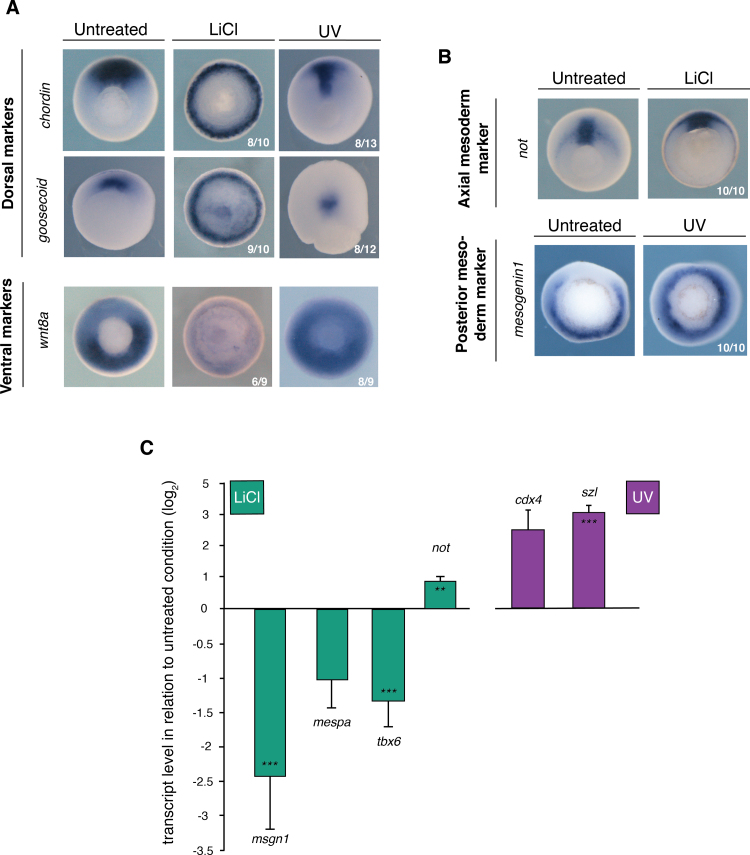
**Verification of UV- and LiCl-induced DV axis perturbation.** (A,B) WMISH of dorsal (*chordin* and *goosecoid*), ventral (*wnt8a*) and mesoderm markers (*not* and *mesogenin1* [*msgn1*]) under indicated conditions at mid-gastrula stage. (C) RT-qPCR of several mesodermal markers under indicated conditions in mid-gastrula embryos. Error bars, SEM of biological triplicates. Student's two-tailed *t*-test: *, p < 0.1; **, p < 0.05; and ***, p < 0.01.

**Fig. S2:**
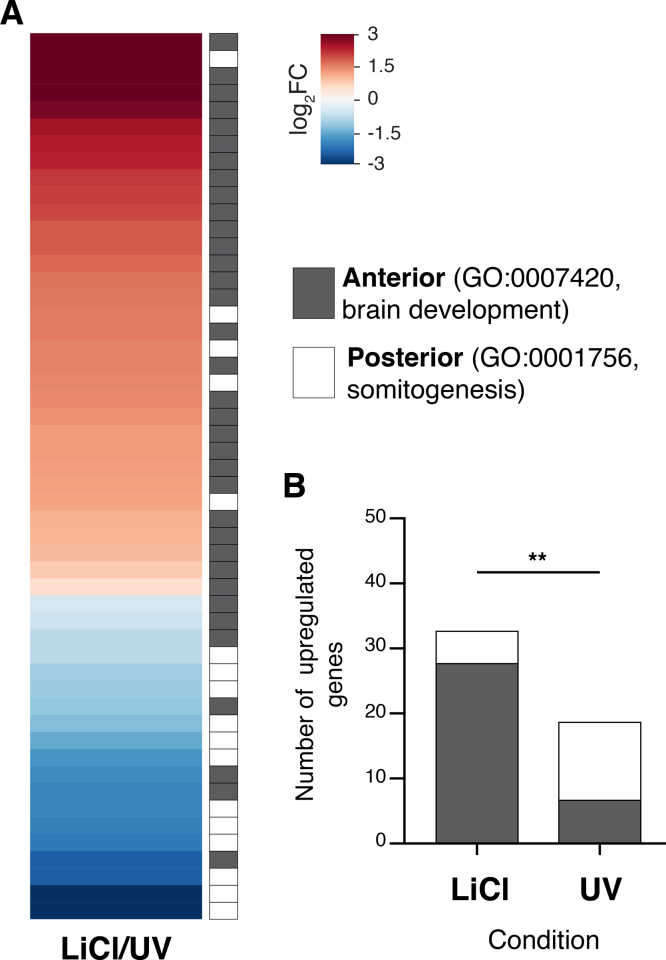
**Linking LiCl/UV-induced transcriptional changes to antero-posterior development.** (A) Heatmap of transcriptional fold changes between LiCl- and UV-treated embryos of genes associated with anterior development (brain) and posterior (somitogenesis) development. (B) Stacked bar graph showing the number of genes that are upregulated in either LiCl- or UV-treated embryos and the GO term associated with the gene. Fisher’s exact test (p = 0.007) suggests that genes upregulated in LiCl- or UV-treated embryos influence anterior and posterior development, respectively.

**Fig. S3:**
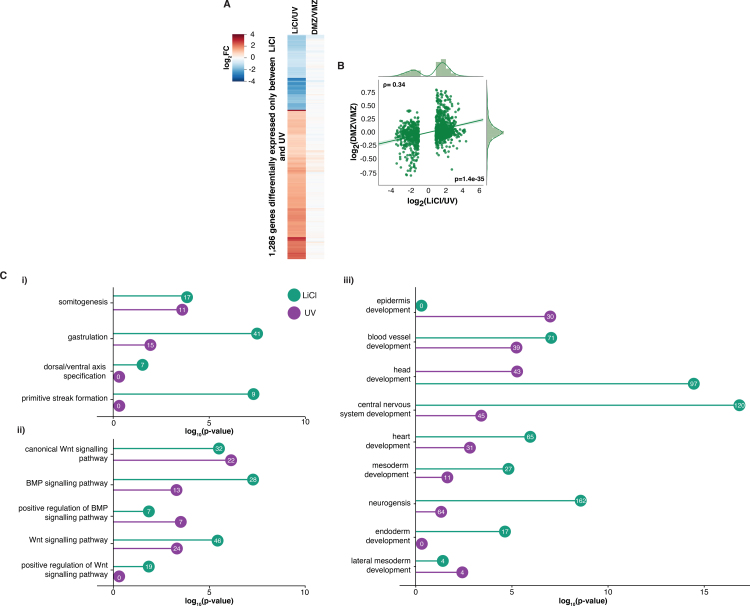
**Gene set enrichment analysis of differentially expressed genes between LiCl- and UV-treated embryos not captured by the comparative transcriptomics of DMZ and VMZ**. (A-C) Analysis of genes differentially expressed between LiCl- and UV-treated embryos, but not captured by the transcriptional comparison of DMZ and VMZ. Heatmap (A) and regression plot (B) of indicated transcriptional comparisons. (B) Pearson coefficient, ρ = 0.34. Student’s two-tailed *t*-test, p = 1.4e-35. (C) Plots show the number of upregulated genes and associated hypergeometric p-values of enrichment for specific biological processes (BPs) of the Gene Ontology (GO) project. Selected BPs refer to early developmental processes (i), signalling (ii), and differentiation of germ layers and their derivatives (iii).

**Fig. S4:**
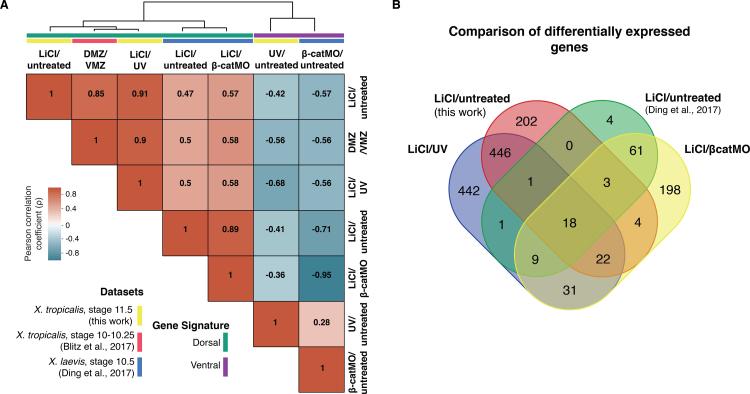
**Comparative transcriptomics of DV axis determination.** (A) Pairwise Pearson correlations of indicated transcriptional comparisons of the DV core genes. This includes work from Blitz et al. (2017) and Ding et al., 2017a, Ding et al., 2017b. Conditions were clustered according to Euclidean distances. (B) Venn diagram comparing genes identified as differentially expressed between indicated conditions (transcriptional fold change ≥ 2 with FDR ≤ 1%). LiCl/untreated (stage 11.5), LiCl/UV (stage 11.5), LiCl/untreated (stage 10.5; Ding et al., 2017) and LiCl/βcatMO (stage 10.5; Ding et al., 2017).

# Supplementary material for: Transcriptomics of dorso-ventral axis determination in Xenopus tropicalis
**Source:** Dev Biol. 2018 Jul 15;439(2):69–79. doi: 10.1016/j.ydbio.2018.04.022
**Supplement:** Supplementary file 4 — Supplementary materialTable S4. Shortlist of mostly uncharacterised genes upregulated upon UV or LiCl treatment. The list includes expression data from the X. tropicalis gene expression database (http://genomics.crick.ac.uk/apps/profiles/) (Collart et al., 2014, Owens et al., 2016) and further details from Xenbase (http://www.xenbase.org) (Karpinka et al., 2015).

| Gene | Name | Condition | Expression | Function/Information |
| --- | --- | --- | --- | --- |
| *cpe* | *CarboxypeptidaseE* | LiCl | Small peak of expression just before stage 12 and increases at later stages. | It is a zinc carboxypeptidase: Catalysis the release of C-terminal arginine or lysine from polypeptides. Part of the dorsal signature identified in (Ding et al., 2017). |
| *f3* | *Coagulin factor III* | LiCl | Maternally expressed, peaks at stage NF10 | N/A |
| *K00726* | *N/A* | LiCl | Starts to be expressed at the start of gastrulation, peaks around stage 15 and decreases from then on. | There is no data published data about the gene. Contains an E3 ubiquitin-ligase RNF220 domain, giving it high homology to the protein rnf220, a positive regulator of Wnt signalling. |
| *mmp17* | *Matrix metallopeptidase 17* | LiCl | Expression peaks at stage NF10 | N/A |
| *nedd9* | *Neural precursor cell expressed developmentally down-regulated 9* | LiCl | Expression starts at MBT | Signal transducing adaptor protein |
| *pgm2l1* | *Phosphoglucomutase 2-like 1* | LiCl | Maternal transcript whose levels peak at stage NF9. Reached lowest level at stage NF12 | N/A |
| *ptpru* | *Protein tyrosinase phosphatase, receptor u* | LiCl | Expression starts at stage NF10, dorsally. Later it is expressed in the floorplate, brain and pronopheric kidney. | Ectopic expression prevents Wnt-mediated posteriorization of the neural plate (Morgan et al., 2003) |
| *srl* | *sarcalumenin* | LiCl | Expressed after stage NF14, in the somites. | No literature referring specifically to the gene. It interacts with apobec2. |
| *tdgf1p2* | *Teratocarcinoma-derived growth factor 1, member 2. A.K.A:xcr2* | LiCl | Expressed at stage NF10 and peaks at stage NF16. |  |
| *tmem150b* | *Transmembrane protein 150b* | LiCl | Transcription starts at stage NF9, peaking at NF12. Expressed in the endoderm and mesendoderm. | Identified as part of the dorsal  signature in *Xenopus* embryos (Ding et al., 2017). |
| *Xetrov72018683* | *LOC100124853* | LiCl | Starts to be expressed at stage NF10. | Predicted to be FRAS1 related extracellular matrix 1 (frem1), transcript variant X3. However, the gene frem1 is annotated elsewhere in the genome. |
| *Xetrov72021302* | *N/A* | LiCl | Maternally expressed, peaks at stage NF10. | Predicted to be hematopoietic SH2 domain containing. |
| *Xetrov72027551* | *unnamed* | LiCl | Expression peaks at stage NF10 and at stage NF15 | Predicted to be insulin-2 like LOC100494294. |
| *Xetrov72037173* | *N/A* | LiCl | Expressed at low levels high variability between clutches. | Contains a EGF-like module containing, mucin-like, hormone receptor-like sequence. Similar to emr-1, an adhesion G-protein coupled receptor |
| *bspry* | *B-box and SPRY domain containing* | UV | Highly expressed during gastrula stages | N/A |
| *c8orf4* | *Chromosome 8 open reading frame 4* | UV | Starts at MBT increasing during gastrulation and  peaks at stage 14, increasing again at stage 32. | Also known as TC-1, a transposable element associated  with neural tissue (Faunes et al., 2011). |
| *dip2a* | *disco interacting protein 2 homolog A* | UV | Maternally expressed and peaks at stage NF9  and then decreases during gastrulation,  recovering the levels at stage NF15 | In humans has been shown to bind to FSTL1 (follistatin like 1)  and in the mouse it is expressed in the  visceral mesoderm (Ouchi et al., 2010). |
| *fam83a* | *family with sequence similarity 83 member A* | UV | Expression starts during gastrulation at low levels | N/A |
| *ptger4* | *prostaglandin E receptor 4* | UV | Highly expressed during gastrula stages, peaking at stage NF12. | N/A |
| *slc35d2* | *solute carrier family 35 (UDP-GlcNAc/UDP-glucose transporter), member D2* | UV | Maternally expressed and peaks at stage NF9 and then decreases during gastrulation. | In *Drosophila* has been suggested to be involved in the regulation of nucleotide-sugar levels that can differently  affect Wingless and two distinct aspects of Notch signalling (Goto et al., 2001). |
| *sh3d21* | *SH3 domain containing 21* | UV | Expressed during gastrulation | Adaptor protein CMS/SETA. |
| *styk1* | *serine/threonine/tyrosine kinase 1* | UV | Transcribed at stage NF10 and peaks at stage NF12. | Known to activate MAP kinase and Pl3k |
| *vgll1* | *vestigial like family member 1* | UV | Expressed after gastrulation |  |
| *Xetrov72002596* | *N/A* | UV | Expressed during gastrulation | BLAST resulting in one hit - serine/threonine protein kinase N2-like (LOC105948381). |
| *Xetrov72003455* | *N/A* | UV | Highly expressed during gastrula stages | N/A |
| *Xetrov72022004* | *N/A* | UV | Expression starts at stage 10 and peaks just after stage 12, decreasing during tailbud stages. | N/A |
| *Xetrov72027348* | *LOC100495414* | UV | Highly expressed during gastrula stages, peaking at stage NF12. | Predicted to be Hes-5-like (LOC100495414). |

**References:**

Ding, Y., Colozza, G., Zhang, K., Moriyama, Y., Ploper, D., Sosa, E.A., Benitez, M.D.J., De Robertis, E.M., 2017. Genome-wide analysis of dorsal and ventral transcriptomes of the Xenopus laevis gastrula. Developmental Biology 426, 176–187.

Faunes, F., Sánchez, N., Moreno, M., Olivares, G.H., Lee-Liu, D., Almonacid, L., Slater, A.W., Norambuena, T., Taft, R.J., Mattick, J.S., Melo, F., Larrain, J., 2011. Expression of Transposable Elements in Neural Tissues during Xenopus Development. PLoS ONE 6, e22569.

Goto, S., Taniguchi, M., Muraoka, M., Toyoda, H., Sado, Y., Kawakita, M., Hayashi, S., 2001. UDP|[ndash]|sugar transporter implicated in glycosylation and processing of Notch. Nat. Cell Biol. 3, 816–822.

Morgan, R., El-Kadi, A.-M., Theokli, C., 2003. Flamingo, a cadherin-type receptor involved in the Drosophila planar polarity pathway, can block signaling via the canonical wnt pathway in Xenopus laevis. Int. J. Dev. Biol. 47, 245–252.

Ouchi, N., Asaumi, Y., Ohashi, K., Higuchi, A., Sono-Romanelli, S., Oshima, Y., Walsh, K., 2010. DIP2A functions as a FSTL1 receptor. J. Biol. Chem. 285, 7127–7134.

How the deposited data were processed for this re-analysis (not part of the article)

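The data are RNA-seq libraries of X. tropicalis embryos at stage 11–11.5, with 5 libraries each of untreated, UV-treated and LiCl-treated embryos and 10 embryos per library. The deposited values are counts of reads per gene, which the authors made by aligning paired-end reads of 50 bases to the gene models with Tophat2, without a search for new junctions, and by counting with HTSeq-count in its intersection-nonempty mode. The counts were deposited without normalisation, as whole numbers. The versions of these tools and the strand setting are not named in the paper's text. The authors also deposited the gene models on the scaffolds of assembly v7.1, whose values are of another kind, start and end positions of exons and coding sequence, and the paper's text does not state how these models were updated. Each column of counts was assigned to a condition and replicate by its sample title. No column of counts was left out. The total counts and the aligned reads of Table S1 are given with the description of the libraries.

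Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with condition as the group, which left 14041 of 28206 genes, and libraries were normalised by the TMM method. The quasi-likelihood model was fitted robustly to all 15 libraries with condition as the only term, and 3 comparisons were tested: LiCl-treated against untreated, UV-treated against untreated and LiCl-treated against UV-treated embryos. p-values were adjusted over all genes tested by the Benjamini-Hochberg method. The threshold was that of the paper, a fold change of at least 2 at an FDR of at most 1%. Fold changes were fitted with a prior count of 0.125, and the SE of a log2 fold change is its size divided by the square root of the F statistic. CPM use the TMM effective library sizes. A library was treated as at the floor of a gene at 3 counts or fewer. Where all libraries of a condition lay at or under the floor, the fold is given as a bound against the floor. Bounds without the highest library were added after values were seen. The reads carry no molecular identifiers and include PCR copies, so floors cover counting error only.

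Principal components were computed from DESeq2 1.42.0 variance-stabilised counts, blind to condition, of the 500 most variable genes. Distances between conditions were tested by an exact one-sided permutation test over all divisions of the 10 libraries of a comparison. Shares of upregulated genes have 95% Clopper-Pearson intervals, which treat genes as independent and do not cover variation between libraries. The correlations of effects over all genes tested and over core genes are given beside 20 simulations of unchanged groups. In each simulation all 15 libraries were drawn independently at the untreated mean of each gene, without an effect of the replicate number. The comparisons that were correlated share libraries. Lists of genes were tested with limma 3.58.1 camera on log2 CPM with a prior count of 3 and a preset correlation of 0.01, with fry and with an estimated correlation, and their p-values were adjusted over 18 tests (6 lists in 3 comparisons). These 6 lists are the dorsal and the ventral core genes of Fig. 5D, epidermal genes, neural plate genes, p53 response genes and the hox genes of paralog groups 5 to 13. The genes of Table S4, the genes named in the text, the genes marked in figures, the markers measured by RT-qPCR and the hox genes of paralog groups 1 to 4 were summarised without a set test. All lists were written before the counts were read. The epidermal, neural plate, p53 and hox lists were written from general knowledge, and the others were copied from the paper.

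The genes reported singly were fixed by a rule written before the counts were read. They are each gene named in the Results for the RNA-seq comparisons, each gene labelled in Fig. 2C, 2D or 3B and, in each comparison, the 3 largest increases and the 3 largest decreases among genes past the threshold with a mean of at least 1 CPM over the 15 libraries and no overlap between the conditions. A gene that falls under this rule is not reported singly here. That genes named for one comparison were followed in others was decided after values were seen. In those other comparisons they were run again only in the fits with a block, also after values were seen.

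The replicate numbers were checked for pairing by correlating each library's deviation from the mean of its condition, on log2 CPM with a prior count of 2, with that of the library of the same number in the other condition. A pairing was accepted where each correlation exceeded 0.1. The paper describes 5 independent experiments, and the LiCl-treated and untreated libraries paired by number, with correlations from 0.338 to 0.731. Of the UV-treated libraries all but UV replicate 4 paired by number with both other conditions, with correlations from 0.252 to 0.543. Alternatives were other normalisations, filters, tests and thresholds, the replicate number as a block, the 10 libraries of a comparison alone, another prior count, other transformations and gene sets for the components, and each library left out in turn. A block with the 10 libraries of LiCl-treated and untreated embryos alone was added after the data were seen.

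The tests were also run on simulated data in which 200 genes were changed by 2 on the log2 scale. In the comparisons with changed genes, 141 and 146 of the 200 were recovered with 1 false call in each, and 0 genes were called in the unchanged comparison. In simulated sets of 40 genes, camera gave a p of 1.72e-102 for the raised set and 0.942 for the random set, and fry gave 1.13e-15 and 0.809. The distance test was run on the most variable genes of the simulated data, since it recovered no change on genes drawn at random, and its exact p was 0.00794 in the comparisons with changed genes and 0.230 in the unchanged one. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15. RT-qPCR, in situ hybridisation, luciferase assays, dissected marginal zones, X. laevis data and enrichment of gene functions were not analysed here.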

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

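Each test of an explanation in this part was chosen only after the result it concerns had been seen.

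Single libraries stood apart from the other 4 of their condition in 18 of 224 groups examined, where the gap to the nearest library exceeded 0.71 of the range of the group. Chance alone gives 11.2 such groups. Of the 18, 6 involved LiCl replicate 5, 4 untreated replicate 5, 3 LiCl replicate 4, 2 untreated replicate 4, and 1 each LiCl replicate 2, UV replicate 2 and UV replicate 3.

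In LiCl replicate 5 the genes msx1 (36.5 CPM against 1.05–9.73 CPM in the other LiCl-treated libraries, gap 0.755 of the range), msgn1 (23.6 against 1.05–6.31 CPM, gap 0.767), grhl3 (402.6 against 147.4–211.7 CPM, gap 0.748) and Xetrov72021202 (16.7 against 0.322–0.560 CPM, gap 0.985) were higher than in the other libraries. Without this library the log2 fold changes between LiCl and UV were −5.13 for msx1, −5.12 for msgn1 and −8.39 for Xetrov72021202. The gaps at Xetrov72024531 (0.221 against 0–0.0628 CPM, gap 0.716) and Xetrov72002596 (0.0552 against 0 CPM, gap 1) rest on few counts, the latter lying under the floor of 3 counts. At msx1, msgn1 and grhl3 the values of LiCl replicate 5 lie between those of the other LiCl-treated libraries and each untreated library, whereas at Xetrov72021202 untreated replicate 4 was lower, at 10.3 CPM. Untreated replicate 5 was also the highest untreated library at these genes. It had 188.5 CPM for msx1, 197.2 for msgn1, 924.0 for grhl3 and 192.2 for Xetrov72021202. The next highest untreated values were 117.7, 192.3, 808.2 and 81.9 CPM. The deviations of LiCl replicate 5 and untreated replicate 5 correlated across genes (r = 0.585). A weaker effect of LiCl, another age of the embryos and different parents remain open and were not tested.

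In LiCl replicate 4 gsc (569 against 127–240.0 CPM, gap 0.744) and nodal3.1 (25.7 against 1.82–3.92 CPM, gap 0.912) were higher and ventx3.2 (15.3 against 26.5–30.7 CPM, gap 0.728) was lower than in the other LiCl-treated libraries. In untreated replicate 4 the same organiser genes were higher, gsc at 221.9 CPM (others 58.4–88.4 CPM, gap 0.816) and nodal3.1 at 2.31 CPM (others 0–0.360 CPM, gap 0.844). Without LiCl replicate 4 the log2 fold change of nodal3.1 between LiCl and UV was 2.29. Reads shared between nodal3.1 and nodal3.2 remain open for nodal3.1, since the counts do not show how reads that match both were assigned. LiCl replicate 4 and untreated replicate 4 share their number, and a difference in the age or the parents of these embryos was not tested.

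In untreated replicate 5 ventx3.2 (108.2 against 65.8–73.4 CPM, gap 0.822), ventx2.1 (738.2 against 570.5–606.9 CPM, gap 0.783) and cthrc1 (7.12 against 0.578–1.86 CPM, gap 0.804) were higher than in the other untreated libraries. Xetrov72026895 was at 0.0727 CPM there and at 0 CPM in the others (gap 1), under the floor of 3 counts. Without untreated replicate 5 the log2 fold change of cthrc1 between LiCl and untreated embryos was −3.71. UV replicate 3 was higher at sox2 (408.6 against 198–259 CPM, gap 0.71), and UV replicate 2 was at 0.241 CPM at Xetrov72011406 where the others were at 0 CPM (gap 1). No explanation was tested for these libraries.

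The paper does not discuss several of the largest changes. Xetrov72026895 was at least 16.7-fold higher in LiCl-treated than in untreated embryos (fitted log2 fold change 7.73), akr1c1 had a log2 fold change of 6.49 and fmo2 was at least 36.7-fold higher (fitted log2 fold change 6.17). For each of them the 5 LiCl-treated libraries lay above the 5 untreated ones. akr1c1 and fmo2 were highest in LiCl replicates 3 and 2, without which their log2 fold changes were 5.64 and 5.31, and the bound for fmo2 was 20.1-fold. lonrf3 was higher in 5 of 5 UV-treated libraries (log2 fold change 2.17). It lost significance in 7 of the fits that left out 1 library, with the highest edgeR FDR of 0.0215 without untreated replicate 1 (range over all alternatives 4.19e-10 to 0.124). Reads shared with related genes, contaminating sequence and an effect of the treatment were not tested for these genes.

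Genes without a count in the 5 untreated libraries drew more counts in LiCl-treated than in UV-treated libraries, a signal in genes that the paper does not discuss. This set and its tests were defined after the data had been seen, and it replaced a set defined on more of the libraries. The 6406 genes received 159 ± 91.6 CPM in LiCl-treated and 52.7 ± 8.32 CPM in UV-treated libraries, a ratio of 3.02 (exact permutation test, two-sided, p = 0.00794, the smallest it allows). LiCl replicate 2 was highest with 318.1 CPM (others 95.4–155.1 CPM, gap 0.732), and without it the ratio was 2.266, with each LiCl-treated library still above each UV-treated one, which argues against a single library as the cause. With each library thinned to 8412818 counts, 7309 genes had no count in the thinned untreated libraries. In these the ratio was 2.825, with at least 1276 counts in each LiCl-treated and at most 898 in each UV-treated library, which argues against depth. The excess was not limited to these genes. The ratio was 2.418 in genes of up to 0.1 CPM in the untreated libraries, 1.736 in those of 0.1 to 1 CPM and 1.22 in those of 1 to 10 CPM, each without overlap of the LiCl- and UV-treated libraries. In genes of 10 to 100 CPM it was 1.051, with overlap, which argues against a smaller share of counts in abundant genes raising the less abundant ones alike. The 100 genes with the most such counts in LiCl replicates 1 and 2 held 24.84% of them in LiCl replicates 3 to 5 (14.8–33.8% per library) and 2.844% of the exonic length, which argues against genomic DNA spread by length as the only source. The set includes genes without a count in any library, which add length but no counts. The same share was not computed for UV-treated libraries, so a part from genomic DNA remains open. Sequence from other organisms or cell types and reads shared between related genes were not tested, and a response to LiCl remains open.

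In the list of p53 response genes, 13 of 16 genes were higher in UV-treated than in untreated embryos, with a median log2 fold change of 0.52 (camera FDR = 0.0036). None of the 16 passed the threshold, with or without adjustment over the list alone, and 8 had an unadjusted p below 0.05. The difference held neither under fry (FDR = 0.153) nor with an estimated correlation (camera FDR = 0.259), and the FDR ranged from 0.000137 to 0.259 over its alternatives. In LiCl-treated against untreated embryos the median was 0.84 (camera FDR = 0.07), with 11 genes higher, 0 past the threshold, 2 adjusted over the list alone and 11 with an unadjusted p below 0.05. Between LiCl and UV the median was 0.17 (camera FDR = 0.94), with 10 genes higher, 1 past the threshold and 1 adjusted over the list alone. DNA damage by UV and a response to either treatment were not tested.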

How the results depend on the processing

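The tests on other divisions of the libraries were chosen only after the counts of genes had been seen. The alternatives were chosen before the data were examined, apart from the block with the 10 LiCl-treated and untreated libraries alone, which was chosen after seeing the data, as was running the blocks on named genes in other comparisons.

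Of 111 results for named genes in the comparisons for which they were followed, 85 were past the threshold, 109 kept their direction in each alternative and 55 kept both their direction and their side of the threshold in each. Over all alternatives 2624 values kept both, 165 were no longer past the threshold, 73 newly passed it and 4 reversed. DESeq2's size factors, upper-quartile normalisation, a prior count of 2 and at least 10 counts in every library changed none of these calls that could be tested. The upper-quartile factors shifted the median log2 fold change by at most 0.0497.

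Without any block the counts of genes were 515 for LiCl and 10 for UV against untreated embryos and 857 between LiCl and UV. DESeq2's Wald test without shrinkage gave 1182, 124 and 1579 genes, a ratio of LiCl to UV of 9.532, and shares of upregulated genes of 69.88% for LiCl and 67.19% between LiCl and UV. It included 512, 10 and 855 of the genes found with edgeR. With the beta prior it gave 1178, 116 and 1573 genes, a ratio of 10.16 and shares of 72.16% and 69.04%. An FDR of at most 5% gave 1062, 68 and 1438 genes, a ratio of 15.62 and shares of 65.63% and 64.53%, and admits more genes by its construction. glmTreat gave 47 genes for LiCl (74.47% upregulated), 0 for UV (235 at an unadjusted p of 0.05) and 247 between LiCl and UV, and is stricter by its construction. The 10 libraries of a comparison alone gave 247 genes for LiCl and 0 for UV (1693 at an unadjusted p of 0.05). At least 10 counts in every library, which tests fewer genes, gave 310 genes for LiCl and 563 between LiCl and UV (54% upregulated). Upper-quartile normalisation raised the share for LiCl to 66.48%. For DESeq2, the normalisation and the 10 libraries, the cause was not tested.

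The replicate number was tried as a block. It paired the LiCl-treated and untreated libraries. The deviations of UV replicates 1, 2, 3 and 5 also correlated with those of the same number, with r = 0.253, 0.272, 0.543 and 0.467 for untreated and 0.258, 0.377, 0.252 and 0.386 for LiCl-treated libraries. Those of UV replicate 4 did not (r = −0.254 and −0.12), so the block joins this library to others with which it did not vary, and a block without it was not fitted. With the block 738, 46 and 1087 genes passed the threshold, of which 486, 10 and 828 were among those found without it, the ratio was 16.04 and the correlation over core genes between the effects of LiCl against UV and of LiCl against untreated embryos was 0.889. The block brought K00726 and nodal3.1 past the threshold with LiCl against untreated embryos (log2 fold changes 1.42 and 3.56). It brought sox2 (−1.15), nog (−2.04) and K00726 (−2.82) past it with UV against untreated embryos and hes8 (−3.49) between LiCl and UV, while prdm12 (1.37) and atp6v1b1 (−3.14) were no longer past it. nodal3.1 with UV against untreated embryos reversed from −0.23 to 0.78. It changed no other of the 111 results and no call of a list. The fits with a block were also run on 105 results of named genes in other comparisons, on which the other alternatives were not run. Of these, 5 passed only with the block, namely bmp7.1 (−1.946), hes5.1 (−2.227) and Xetrov72021202 (−5.334) with LiCl and pkdcc.1 (−1.551) and otx1 (−2.438) with UV, against untreated embryos. ventx2.1 with LiCl (0.00729 to −0.01247) and msgn1 with UV (−0.03 to 0.1015) reversed. In the fit of 10 libraries with a block, 908 genes passed for LiCl, including 461 of those found without it, chrd (1.61), K00726 (1.44) and nodal3.1 (3.69) passed as well and hesx1 (−3.22) did not. Of 48 further results in this comparison, 10 passed in this fit and not in the main one. They were gsc (1.497), nog (1.128), hhex (1.56), admp (1.053), zic4 (1.037), ventx1.1 (−1.12), bmp7.1 (−2.015), hes5.1 (−2.217), hes8 (−2.703) and Xetrov72021202 (−5.406). Xetrov72011406 (3.527, edgeR FDR = 0.0104) was no longer past the threshold. The fit of 10 libraries also leaves out the UV-treated libraries, so what it changed cannot be put down to the pairing alone. For admp with LiCl the edgeR FDR was 0.11 without a block, 0.0893 with the block in all 15 libraries and 0.000126 in this fit. For hhex these values were 0.0216, 0.0212 and 3.31e-05. The 2 changes were not tested apart, and no other cause was tested.

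Leaving out 1 library at a time in 15 fits gave 265 to 701 genes for LiCl (without LiCl replicate 2 and untreated replicate 4), 3 to 41 for UV (without UV replicates 1 and 3) and 618 to 1140 between LiCl and UV (without UV replicate 5 and LiCl replicate 4). The shares of upregulated genes ranged from 54.64% to 70.48%, from 0% to 12.5% and from 53.17% to 65.35%, and the ratio from 12.83 to 175.3. The fits tested fewer libraries, and the cause of the remaining spread was not tested. Changes with UV against untreated embryos reversed for nodal3.1, to 0.03 without UV replicate 4 and 1.47 without untreated replicate 4, and for sia1, to 0.56 without untreated replicate 4. The values of these fits ranged from −0.54 to 1.47 for nodal3.1 and from −0.70 to 0.56 for sia1.

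The correlation of the effects of LiCl and UV was 0.02249 over genes of at least 10 CPM and ranged from 0.08467 to 0.2893 without 1 library. Over the core genes the 3 correlations ranged from −0.5887 to −0.3232, from 0.8681 to 0.9164 and from −0.8697 to −0.7503. The first component held 42.7% of the variance with a larger set of variable genes, 32.7% with all genes and 46.39% with log2 CPM, and 46.28% to 53.6% without 1 library. The second held 24.4% with a larger set of variable genes, 27.01% with all genes and 18.34% to 23.69% without 1 library. The excess distance of UV-treated from untreated libraries ranged from 4.636 to 8.652 without 1 library. The cause of these changes was not tested.

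For lists, fry left the medians as they were and put the FDR above 5% for the hox genes of groups 5 to 13 with LiCl (−3.266) and, with UV, for the ventral core (0.7176), epidermal (0.6412) and p53 genes (0.5207), against untreated embryos. An estimated correlation did so for the dorsal core (0.9787), epidermal (−2.288) and hox genes (−3.266) with LiCl, for the same 3 lists with UV (0.7176, 0.6412 and 0.5207) and for the hox genes between LiCl and UV (−2.806). Medians reversed without 1 library for the hox genes with UV (−0.4098 without UV replicate 4 to 1.069 without untreated replicate 5, where the FDR was 0.00235) and the p53 genes between LiCl and UV (−0.09132 without UV replicate 3 to 0.3301 without UV replicate 2). The p53 genes with LiCl ranged from 0.7536 to 0.9068 without 1 library, and 2 of these fits put the FDR under 5%. The cause was not tested. No other list changed its direction or its side of an FDR of 5%.

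The real division of the 10 libraries was the only 1 of 100 divisions, drawn from 126, that gave as many genes in each comparison. For LiCl against untreated embryos the highest other division gave 164 genes and the median gave 0, with up to 4278 genes and a median of 1101 at an unadjusted p of 0.05, where the real division gave 3810. Of the 16 divisions that part each pair of the same number, 1 was as large, the real one, and the highest other gave 0 genes. For UV against untreated embryos and for LiCl against UV the highest other division gave 0 genes, with up to 2315 and 3407 at an unadjusted p of 0.05, where the real divisions gave 1620 and 3877. At an unadjusted p, the real division was therefore exceeded by another in both comparisons with untreated embryos.

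nkx2-1, nodal3.2 and mesp2 had 66, 113 and 61 counts in all, which is too few for a test in the fit with a filter. Genes with all libraries of a condition at or under 3 counts allow only bounds on a fold change.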

Differences from the paper's values

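Of the tests in this part, the block with 10 libraries and the replicate block for msgn1 were chosen after results had been seen. The paper's methods name DESeq2 for differential expression, and both DESeq2 tests mentioned here are among the alternatives set before the data were examined. The log2 fold changes of Tables S2 and S3 are on the scale used here. Over their 1614 genes DESeq2 with the beta prior differed from the paper's values by a median of 0.00202.

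Against untreated embryos the paper's count with LiCl is 1243 genes, of which 914 are up, and here 515 and 316 genes passed. Of the alternatives set before the data were examined, DESeq2's Wald test with and without the beta prior and an FDR of at most 5% came within 1.5 times of both, and the others did not. The block with 10 libraries, chosen after seeing the values, came within 1.5 times of the total with 908 genes. With UV the paper's count is 117 genes, of which 93 are down, against 10 and 9 here, and among the alternatives only both DESeq2 tests came close to these. A gap in a count, share or ratio was taken as closed where the values came within 1.5 times of each other. A share also depends on the number of genes tested, which differs between fits. The paper's share of the genes analysed is 6.6% with LiCl, against 3.67% here. Both DESeq2 tests, the replicate block, an FDR of at most 5% and leaving out LiCl replicate 4 or untreated replicate 4 closed this gap, as did the block with 10 libraries chosen after seeing the values. The paper's share is 0.6% with UV, against 0.0712% here, and both DESeq2 tests and an FDR of at most 5% closed it. The paper's ratio of the effects is about 10, against 51.5 here, closed by both DESeq2 tests and by leaving out UV replicate 3.

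Between LiCl and UV the paper's text gives 1384 genes, against 857 here. Both DESeq2 tests, the replicate block and an FDR of at most 5% closed the gap, coming within 1.5 times of the paper's total. So did the fits without LiCl replicate 4, untreated replicate 4 or untreated replicate 5, with 1140, 1028 and 997 genes. The replicate block gave 1087 genes. The paper's Table S2 holds 1125 genes that are higher with LiCl, against 499 here, closed by both DESeq2 tests and an FDR of at most 5%. The paper's text and its tables differ in the total. Over core genes, the paper's correlation between the effects of LiCl and UV against untreated embryos is about −0.42 in Fig. S4A, read by eye, against −0.532 here, and that between LiCl against UV and UV against untreated embryos is about −0.68 in Fig. S4A, read by eye, against −0.844 here. The list here held 80 genes. For these correlations a gap was counted as closed within the SD of the fits without 1 library, 0.06147 and 0.02964. By this rule none of the alternatives set before the data were examined closed these gaps. The first correlation lay on the other side of the paper's value, at −0.3232, without untreated replicate 4, and was −0.4831 with the replicate block.

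For 21 named genes the fitted log2 fold change between LiCl and UV differed from the paper's by more than the larger standard error. The paper's values come first in each pair. They were 3.32 and 4.31 for sia1, 3.16 and 4.10 for gsc, 3.75 and 4.16 for srl, −3.63 and −4.24 for evx1, −3.34 and −4.22 for msx1, −3.19 and −4.05 for msgn1, −3.45 and −4.23 for hes3.3, −2.29 and −3.09 for hes8, −2.92 and −3.78 for dscr6 and 3.55 and 4.13 for fst. For genes outside the text of the paper, again with the paper's value first, they were 5.14 and 7.01 for Xetrov72026895, 4.02 and 5.64 for akr1c1, 3.76 and 5.26 for fmo2, −4.32 and −7.25 for Xetrov72002596, −3.19 and −4.87 for anxa9, −3.09 and −4.81 for cthrc1, 3.31 and 4.17 for dkkx, 4.59 and 6.75 for Xetrov72024775, 4.30 and 6.74 for Xetrov72011406, −2.53 and −5.33 for Xetrov72021202 and −3.43 and −5.23 for Xetrov72024531. For Xetrov72026895, Xetrov72024775 and Xetrov72011406 all UV-treated libraries were at or under 3 counts, as were all LiCl-treated libraries for Xetrov72002596. These genes allow only bounds, of at least 17.98-, 20.86-, 20.93- and 10.73-fold. The bounds cannot decide whether they differ from the paper's values. The beta prior closed the gap of the fitted values for each of the 21.

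A prior count of 2 also closed it for Xetrov72026895, Xetrov72002596, cthrc1, Xetrov72024775, Xetrov72011406, Xetrov72024531 and srl, and no filter on low counts and the replicate block closed it for srl. Among fits without 1 library, leaving out LiCl replicate 4 closed it for sia1, gsc, srl, evx1, msx1, msgn1, hes3.3, hes8 and dscr6. Leaving out LiCl replicate 3 did so for evx1, msgn1, hes8, dscr6, fst and akr1c1, leaving out UV replicate 4 for gsc, srl, evx1, hes3.3, hes8, fst and dkkx, and leaving out UV replicate 5 for gsc, srl, evx1, msx1, hes8, fst and dkkx. Leaving out UV replicate 1 did so for dscr6 and fst, LiCl replicate 1 for fst, LiCl replicate 2 for srl and fmo2, and LiCl replicate 5 or untreated replicate 2 for srl. For these genes no other alternative did.

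The paper lists cer1, foxa2 and hes8 as differing between LiCl and UV and shows nodal3.1 as higher with LiCl in Fig. 5D, and none of the 4 passed the threshold here (edgeR FDR = 0.0120, 0.0345, 0.0103 and 0.0174). Both DESeq2 tests and an FDR of at most 5% called each of the 4. The fits with the 10 libraries alone called cer1 and hes8, and the replicate block called hes8. Leaving out untreated replicate 4 called cer1, hes8 and nodal3.1, untreated replicate 5 cer1 and hes8, LiCl replicate 4 foxa2 and hes8, and LiCl replicate 5 or UV replicate 3 hes8. The paper names mespa among the genes higher with UV, and its log2 fold change here was −0.56 between LiCl and UV (edgeR FDR = 0.184). msgn1, also named as higher with UV than with LiCl, had a log2 fold change of −4.05 in that comparison (edgeR FDR = 0.000691), with no difference in direction. Against untreated embryos, which is another comparison, its log2 fold change with UV was −0.03, and 0.1015 with the replicate block. The paper's text also counts msgn1 among ventral markers that rose with UV, from in situ hybridisation and RT-qPCR.

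Fig. 2C marks genes as changed with UV that did not pass here. Both DESeq2 tests called atp6v1b1, bix1.2, gsc, sox2, otx2 and nog, and the beta prior alone called dscr6. An FDR of at most 5% called atp6v1b1, sox2, otx2 and nog, the replicate block called sox2 and nog, no filter on low counts called nog, and leaving out UV replicate 3 called sox2 and otx2 and leaving out LiCl replicate 4 called nog. Fig. 2D marks chrd, and Fig. 5D shows nodal3.1, as changed with LiCl against untreated embryos, and neither passed here. Both DESeq2 tests and an FDR of at most 5% called each. The 10 libraries alone and leaving out UV replicate 3 called chrd, and the replicate block and leaving out untreated replicate 4 called nodal3.1. The block with 10 libraries, chosen after seeing the values, called each. K00726, which the paper describes from RT-qPCR as upregulated by LiCl and downregulated by UV, passed in neither comparison with untreated embryos here. Both DESeq2 tests, the replicate block, an FDR of at most 5% and leaving out LiCl replicate 4 called it in each. The block with 10 libraries, chosen after seeing the values, called it with LiCl, and no filter on low counts and leaving out UV replicate 3 or untreated replicate 4 called it with UV.

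Fig. 5D colours gsc, frzb2 and lhx1 as slightly higher in UV-treated than in untreated embryos, read by eye, and here their log2 fold changes were −2.64, −3.97 and −1.02. It colours hoxd1 and klf17 as lower, and here they were 0.24 and 0.55. Whether the column and the colour scale of Fig. 5D were read correctly is uncertain, so these may not be differences from the paper. The paper's text describes dorsal markers, gsc among them, as reduced by UV. frzb2, hoxd1 and klf17 were singled out after their values were seen.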

Other observations

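The tests on UV replicate 4 were chosen only after the result they concern had been seen.

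UV replicate 4 varied with the libraries of replicate 5 and not with those of replicate 4. Its deviation from the mean of its condition correlated across genes with that of UV replicate 5 (r = 0.573), untreated replicate 5 (r = 0.405) and LiCl replicate 5 (r = 0.322), but not with untreated replicate 4 (r = −0.254) or LiCl replicate 4 (r = −0.12). Genes are not independent replicates in these correlations. The counts of UV replicates 4 and 5 differed by more than the sampling noise, with a chi-square per degree of freedom of 4.338, which argues against 1 library deposited as both. The other pairs within a condition lay between 13.0 and 118.7.

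Genes that were on or off by replicate number in the LiCl-treated and untreated libraries were used to compare the parents, and 4 definitions of such genes were tried after values had been seen. With the larger of the gaps between on and off, UV replicate 4 had the state of number 5 at 15 of 18 genes and that of number 4 at 9, while the other 4 UV-treated libraries each matched their own number best. With the smaller gap it had the states of numbers 2 and 5 at 59 of 79 genes each and that of number 4 at 29, and only 2 of the other 4 libraries matched their own number best. With fixed levels it had the state of number 5 at 4 of 5 genes and that of number 4 at 2. With genes on in one and off in the other of numbers 4 and 5, it had the state of number 5 at 8 of 22 genes and that of number 4 at 5. These values suggest that UV replicate 4 may have come from the parents of replicate 5. The order along the second principal component was examined only with the larger gap. Of the 10 genes that differ there between numbers 4 and 5, only 2 were not ordered along it. UV replicate 4 had the state of number 5 at both. The parents of replicate 5 and a difference in age between the embryos cannot be told apart, because these 2 genes are too few to separate the explanations and the result depends on how on and off are defined. A refit with UV replicate 4 given number 5 in the block was tried and not used. In the results given here no library was moved to another number. If UV replicates 4 and 5 share their parents, the tests with UV-treated libraries count them as independent replicates when they are not. The p-values of these tests may then be too small.

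The 10 hox genes of paralog groups 1 to 4 that could be tested had a median log2 fold change of −2.13 in LiCl-treated against untreated embryos (9 lower, 2 past the threshold, 3 adjusted over the list alone), −0.07 in UV-treated against untreated embryos (5 lower, 0 past the threshold, 0 adjusted over the list alone, 1 with an unadjusted p below 0.05) and −1.88 between LiCl and UV (10 lower, 1 past the threshold, 2 adjusted over the list alone). For the 14 genes of groups 5 to 13 the median was −3.27, or −2.94 with the bound, in LiCl-treated against untreated embryos (camera FDR = 0.00011, 14 lower) and −2.81, or −2.73 with the bound, between LiCl and UV (camera FDR = 1.48e-05, 14 lower). None of the 14 passed the threshold in either comparison, with or without adjustment over the list alone, and 10 and 9 had an unadjusted p below 0.05. The first difference held neither under fry (FDR = 0.0572) nor with an estimated correlation (camera FDR = 0.26), and the other held under fry (FDR = 0.0279) but not with an estimated correlation (camera FDR = 0.22). In UV-treated against untreated embryos their median was 0.01 (camera FDR = 0.297, 7 lower, 0 past the threshold, 0 adjusted over the list alone and 0 with an unadjusted p below 0.05).

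Of the markers that the study measured by RT-qPCR, 9 could be tested in the libraries. They include dorsal and ventral markers, so their medians mix genes that went both ways. Their median log2 fold change was −0.78 in LiCl-treated against untreated embryos (4 higher and 5 lower, 3 past the threshold and lower, 5 adjusted over the list alone). It was −0.23 in UV-treated against untreated embryos (3 higher and 6 lower, 0 past the threshold, 4 adjusted over the list alone, 5 with an unadjusted p below 0.05). Between LiCl and UV it was −0.56 (4 higher and 5 lower, 7 past the threshold, of which 3 were higher and 4 lower, 7 adjusted over the list alone). The study chose these markers, so the counts adjusted over the list alone are not independent evidence.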
